# *Dnmt1* is essential for egg production and embryo viability in the large milkweed bug, *Oncopeltus fasciatus*

**DOI:** 10.1186/s13072-018-0246-5

**Published:** 2019-01-07

**Authors:** Adam J. Bewick, Zachary Sanchez, Elizabeth C. Mckinney, Allen J. Moore, Patricia J. Moore, Robert J. Schmitz

**Keywords:** DNA methylation, *Dnmt1*, Reproduction, RNAi, Transcription

## Abstract

**Background:**

The function of cytosine (DNA) methylation in insects remains inconclusive due to a lack of mutant and/or genetic studies.

**Results:**

Here, we provide evidence for the functional role of the maintenance DNA methyltransferase 1 (*Dnmt1*) in an insect using experimental manipulation. Through RNA interference (RNAi), we successfully posttranscriptionally knocked down *Dnmt1* in ovarian tissue of the hemipteran *Oncopeltus fasciatus* (the large milkweed bug). Individuals depleted for *Dnmt1*, and subsequently DNA methylation, failed to reproduce. Eggs were inviable and declined in number, and nuclei structure of follicular epithelium was aberrant. Erasure of DNA methylation from gene or transposon element bodies did not reveal a direct causal link to steady-state mRNA levels in somatic cells. These results reveal an important function of *Dnmt1* seemingly not contingent on directly controlling gene expression.

**Conclusions:**

This study provides direct experimental evidence for a functional role of *Dnmt1* in egg production and embryo viability and uncovers a trivial role, if any, for DNA methylation in control of gene expression in *O. fasciatus*.

**Electronic supplementary material:**

The online version of this article (10.1186/s13072-018-0246-5) contains supplementary material, which is available to authorized users.

## Background

DNA methylation in insects has been hypothesized to play numerous functional roles including polyphenism, diapause, longevity, and social behavior and caste differentiation [1–21]. However, these hypotheses are based primarily on correlational studies; for example, there is evidence that the dependence of social behavior and caste differentiation on DNA methylation is not absolute [11–13]. Comparative epigenomic studies have provided valuable insights into patterns of DNA methylation across most insects, but have offered limited insights into its functional significance.

In mammals, DNA methylation typically occurs at CG sites, which is established by DNA methyltransferase 3 (*Dnmt3*) and subsequently maintained by DNA methyltransferase 1 (*Dnmt1*). Expression of *Dnmt1* and *Dnmt3* is spatially and temporally dynamic in *Mus musculus* (house mouse) and more notably during development where DNA methylation undergoes two rounds of genome-wide erasure and reestablishment [22]. Proper regulation of *Dnmt1* during development is necessary to maintain DNA methylation at imprinted genes [23]. Furthermore, mutations causing partial or severe loss of function of *Dnmt1* cause abnormal development and embryonic lethality [24]. As in mammals, many insects possess *Dnmt1* and *Dnmt3*, the expression of which are spatially and temporally dynamic with elevated transcript levels in both male and female gonads and throughout the course of development [12, 13, 25–27]. *Dnmt1* might be necessary for development and embryonic viability in insects, but the functional contribution of DNA methylation is unknown [25].

In many insects, DNA methylation is localized to moderately and constitutively expressed genes that are highly conserved between species. This has led some to the hypothesis that DNA methylation functions in transcriptional regulation [6, 15, 28, 29]. However, functional tests of DNA methyltransferases and the consequences to DNA methylation in insects are limited to the posttranscriptional knockdown of *Dnmt3* in *Apis mellifera*, which is associated with modest reductions in DNA methylation, differential gene expression, and alternative splicing [30]. Given the limited genetic and mutant studies, the function of insect DNA methyltransferases, and DNA methylation itself, is obscure.

Here, we show that DNA methylation maintained by *Dnmt1* is essential for egg production and embryo viability and is not associated with transcription of the cells profiled in the hemipteran *Oncopeltus fasciatus* (the large milkweed bug) [31, 32]. *Oncopeltus fasciatus* has been an established laboratory model organism in fields ranging from physiology and development to evolutionary ecology for > 60 years [33]. Its use as a model in functional genomics is apparent: RNA interference (RNAi) is highly effective across different life history stages (reviewed in [31]), and the recent release of the genome allows for “-omic” level exploration and hypothesis testing [32]. Posttranscriptional knockdown of *Dnmt1* in *O. fasciatus* led to reduced egg viability, fecundity, and aberrant follicular epithelium, and thus failure to produce a successive generation. Despite finding levels of methylated CG (mCG) within coding regions reduced by 83.55%, we found no evidence for DNA methylation directly affecting transcription in the cells examined. Our results suggest *Dnmt1* is required for reproduction in *O. fasciatus* that is likely mediated by a gene-regulatory independent function. *Oncopeltus fasciatus* represents a fruitful model species for functional studies of DNA methylation, and continuation of studies in this system will unravel the insect epigenome and its functional consequences.

## Results

### *Dnmt1* is necessary for reproduction

To assess the function of *Dnmt1*, double-stranded RNA (dsRNA) targeting either the cytosine-specific DNA methyltransferase replication foci domain (*ds*-*dnmt1*-*1*) or the DNA methylase domain (AdoMet) (*ds*-*dnmt1*-*2*) of *Dnmt1* was injected between the abdominal sternites of virgin *O. fasciatus* females (Additional file 1: Fig. S1 and Fig. S2, and Tables S1 and S2). For the remainder of the text, we report findings from only *ds*-*dnmt1*-*1* as resulting phenotypes between the two experiments are essentially the same (Additional file 1: Fig. S2). Maternal dsRNA injection has been used in *O. fasciatus* to posttranscriptionally knockdown expression in embryos developing from eggs laid by injected females [34] and is known to reduce expression of embryonically expressed genes. A control injection of double-stranded *Red* (*ds*-*red*) or buffer was used to confirm that there was no technical effect associated with RNAi treatment. The effects of RNAi treatment on gene expression were assessed in gut, head, thorax, and ovary tissues 10 days after mating to untreated *O. fasciatus* males. The posttranscriptional knockdown reduced *dnmt1* mRNA expression in all examined tissues (Fig. 1a, Additional file 1: Fig. S3, Additional file 1: Table S2). Moreover, there was little variation in expression among biological replicates of *ds*-*dnmt1*-*1*-injected and control individuals, respectively (Fig. 1a). Taken together, treatment with *ds*-*dnmt1*-*1* specifically and reliably knocked down *Dnmt1* transcripts.

**Fig. 1:**
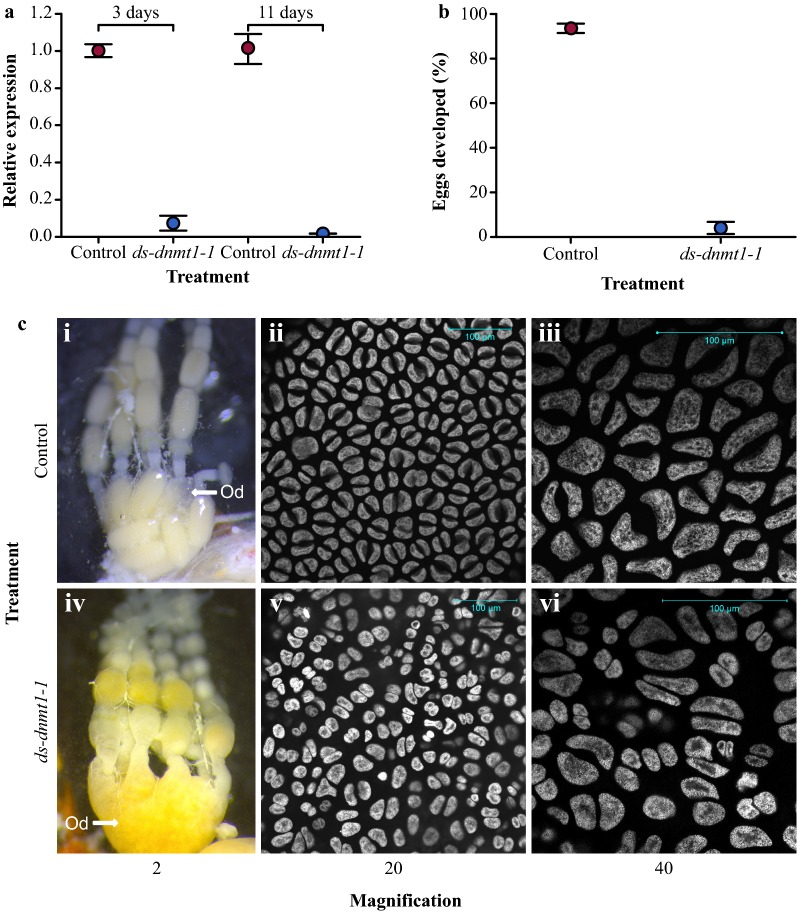
*Dnmt1* is required for reproduction in *O. fasciatus*. **a** Assessment of RNAi treatment targeting *Dnmt1* using qRT-PCR demonstrates successful reduction in transcription in ovaries compared to control. Dots indicate mean expression level, and error bars indicate standard error of the mean. **b** Parental RNAi injection with *ds*-*dnmt1*-*1* significantly affected the development of eggs laid by injected females compared to eggs laid by control females. Dots indicate mean number of eggs developed, and error bars indicate standard error of the mean. **c** Whole ovaries from females removed 12–14 days post-injection (i and iv). In control females (i), mature oocytes can be seen collecting in the lateral oviduct (Od). In *ds*-*dnmt1*-*1* females (iv), no mature oocytes are apparent, but the oviduct has filled with a yolk-like substance. Follicular epithelium surrounding a maturing oocyte at 20- (ii and v) and 40-times (iii and vi) magnification. Nuclei are stained with Hoechst 33258. Nuclei from control follicular epithelium (ii and iii) are round and regular in shape. Nuclei from *ds*-*dnmt1*-*1* females (v and vi) are highly irregular in shape

Posttranscriptional knockdown of *Dnmt1* affects egg development and viability. In the early stages following injection, females injected with *ds*-*dnmt1*-*1* did not lay fewer eggs (*F* = 2.91, *df* = 1; *p *= 1.1e−01) (Additional file 1: Fig. S4). Although eggs laid by females injected with *ds*-*dnmt1*-*1* within the first 8 days post-injection looked typical, they were significantly less likely to develop than the eggs laid by control females (*χ*^*2*^ = 8.470; *df* = 1; *p* = 4.0e−03). Furthermore, a mean of 93% of the eggs laid by control females initiated development whereas only a mean of 4% of the eggs laid by *ds*-*dnmt1*-*1* females initiated development (Fig. 1b). Although eggs laid by the control females that initiated development were viable and hatched, the few eggs laid by *ds*-*dnmt1*-*1*-injected females that initiated development were not viable and failed to hatch.

Posttranscriptional knockdown of *Dnmt1* affects egg production following the first 10 days post-injection. By 10–12 days, females injected with *ds*-*dnmt1*-*1* have mainly stopped laying eggs. While ovaries dissected from control females at this stage have intact eggs in the oviduct, the oviducts of *ds*-*dnmt1*-*1*-injected females are either empty or filled with a mass of what appears to be yolk (Fig. 1c), indicating a fault in production of a functional chorion. Analysis of ovarian cell structure indicates that knockdown of *Dnmt1* transcripts affects the cell structure of the follicular epithelium, which is responsible for production of the chorion and vitelline envelope. Nuclei of the follicular epithelium in *Dnmt1* posttranscriptional knock-downed females are aberrant and fewer in number than that of the control females (Fig. 1c). Therefore, both through disruption of embryonic development from eggs produced within a week of injection and cessation of egg production, reproduction is compromised following knockdown of *Dnmt1* transcripts, preventing a successive generation.

### Posttranscriptional knockdown of *Dnmt1* successfully and severely reduces mCG in ovaries

The successful knockdown of *Dnmt1* transcripts in gut, head, thorax, and ovaries prompted the evaluation of the consequences on DNA methylation using whole-genome bisulfite sequencing (WGBS). We used a low coverage sequencing approach, which is sufficient for the detection of changes in bulk levels of DNA methylation [35]. Although *Dnmt1* mRNA expression was reduced in all tissues, DNA methylation was only reduced in ovary tissue (Fig. 2a–c, Additional file 1: Fig. S3). The reduction specifically in ovaries is likely due to the higher rate of cell division in comparison with cells in other tissues surveyed, which would facilitate the passive of loss of DNA methylation in the absence of *Dnmt1.* Very low expression (< 1 fragments per kilobase of transcript per million [FPKM]) of the de novo DNA methyltransferase *Dnmt3* was detected in ovaries from RNA-seq data. Additionally, low levels of expression of *Dnmt3* were detected in ovaries using qRT-PCR and did not differ between *ds*-*dnmt1*-*1* and control individuals (Additional file 1: Fig. S5).

**Fig. 2:**
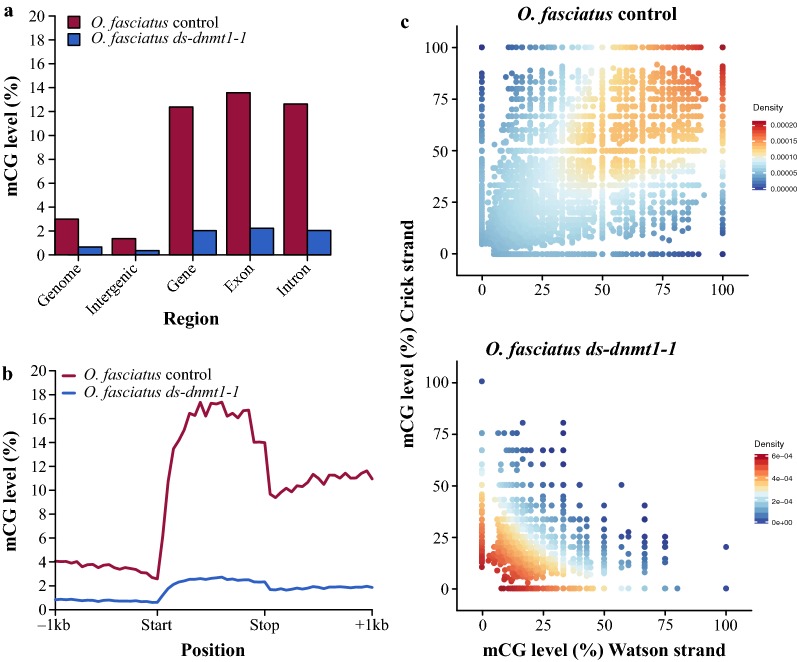
*Dnmt1* is required for mCG in *O. fasciatus*. **a** Level and genomic location of mCG between RNAi treatment targeting *Dnmt1* in *O. fasciatus*. **b** Levels of mCG across gene bodies and one kilobase pairs (1 kb) flanking sequence of *O. fasciatus ds*-*dnmt1*-*1* and control. **c** Density plot representation of mCG for RNAi-treated *O. fasciatus* and control

High coverage single-base resolution DNA methylomes from *ds*-*dnmt1*-*1* and control ovaries were generated to understand the impact of the loss of *Dnmt1.* Greater than 75% reductions of mCG were observed across the genome, consistent with the decrease observed in the low coverage experiments (Additional file 1: Fig. S3). The presence of symmetrical mCG—DNA methylation occurring on both DNA strands at a CpG site—is indicative of the presence of a functional *Dnmt1*. In control individuals, methylation at CpGs is highly symmetrical and highly methylated. However, even though knockdown of *Dnmt1* significantly reduces methylation in ovaries, a minority of CpG sites remain symmetrically methylated (Fig. 2c). This suggests that there are some cells within ovaries that have wild-type methylomes. CG methylation is passively lost in the absence of *Dnmt1* upon DNA replication. The lack of a complete loss of mCG is expected due to the injection of fully developed individuals with some cells not undergoing further replication and hence the presence of fully methylated genomes that existed prior to the injection of dsRNA.

### Decreased levels of mCG are not associated with transcriptome-wide changes in gene or transposable element expression in ovaries

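*Dnmt1* transcripts were lower in *ds*-*dnmt1*-*1* than in control females in every tissue sequenced, and passed the test in ovaries. RNA-seq was performed on 30 libraries from females dissected 11 days after injection, with 1 library per tissue and female. Ovary 1 holds ovaries of 3 *ds*-*dnmt1*-*1* females (replicates 13, 14 and 17) and of 3 females injected with *ds*-*red* (control replicates 5, 8 and 9). Ovary 2 holds ovaries of another 3 *ds*-*dnmt1*-*1* females (replicates 16, 24 and 26) and of 3 females injected with buffer (control replicates 1, 2 and 34), whose gut, head and thorax were sequenced as well. The authors aligned the trimmed 75 bp reads to the *O. fasciatus* v1.1 genome and gave the level of each gene as FPKM, scaled within each of the 5 comparisons. Reads per gene were recovered from FPKM and gene length and lay within 0.01 of whole numbers, with 6769010 to 15661680 reads per library. Genes with at least 1 CPM in at least 2 libraries were tested with limma on log2(FPKM + 0.5), and called at an adjusted p under 0.05.

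The paper treats OFAS015351 and OFAS018396 as parts of a single *Dnmt1* gene. OFAS015351 lies on Scaffold1724 from 152559 to 191353. In ovary 1 its level was 2.92 ± 0.25 FPKM in *ds*-*dnmt1*-*1* and 16.2 ± 1.09 FPKM in control (mean ± SD, n = 3 females in each group here and throughout). This is a log2 fold change of -2.29 (standard error 0.12, adjusted p = 0.000518 from limma). In ovary 2 it was 2.85 ± 0.15 FPKM against 24.2 ± 3.28 FPKM, a log2 fold change of -2.88 (standard error 0.16, adjusted p = 0.00293 from limma). OFAS018396, on Scaffold3181 from 1657 to 11899, was 3.88 ± 0.28 FPKM against 12.9 ± 2.27 FPKM in ovary 1, a log2 fold change of -1.60 (standard error 0.16, adjusted p = 0.00487 from limma). In ovary 2 it was 4.82 ± 0.25 FPKM against 21.1 ± 2.53 FPKM (adjusted p = 0.00529 from limma), a call that was lost without control replicate 34 (adjusted p = 0.0615). OFAS015351 was at 0.17 ± 0.023 FPKM in *ds*-*dnmt1*-*1* gut, and at 3.31 FPKM in gut of control replicate 2, which also had the highest share of reads on ovary-enriched genes among gut libraries, against 1.12 and 0.88 FPKM in control replicates 1 and 34. Without control replicate 2 its log2 fold change in gut was -1.16 in place of -1.61. With 7 or 8 reads in a *ds*-*dnmt1*-*1* gut library this change depends on the pseudocount: it was -2.56 with a pseudocount of 0.1 and -1.14 with 1, and the control mean was 10.3 times the *ds*-*dnmt1*-*1* mean. In *ds*-*dnmt1*-*1* and control libraries it was at 0.45 ± 0.080 and 0.89 ± 0.12 FPKM in head, and at 0.37 ± 0.089 and 1.35 ± 0.23 FPKM in thorax. In each of the 5 comparisons the 3 *ds*-*dnmt1*-*1* libraries lay below the 3 controls (two-sided exact permutation test, p = 0.1, the smallest p that 3 females against 3 allow). The limma test was not passed for OFAS015351 in gut (adjusted p = 0.999), head (adjusted p = 0.9997) or thorax (adjusted p = 0.803). In a single fit over all 30 libraries it was passed for OFAS015351 in gut (adjusted p = 0.00469) and for OFAS018396 in thorax (adjusted p = 0.0434). That fit takes the libraries of a female as independent and shares a single variance per gene over the tissues, although gut controls of OFAS015351 differed widely. OFAS001247, which the paper places in *Dnmt2*, was 24.5 ± 2.63 FPKM in *ds*-*dnmt1*-*1* and 24.8 ± 2.68 FPKM in control ovaries of ovary 1 (log2 fold change -0.02, adjusted p = 0.936 from limma).

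**Figure D1:**
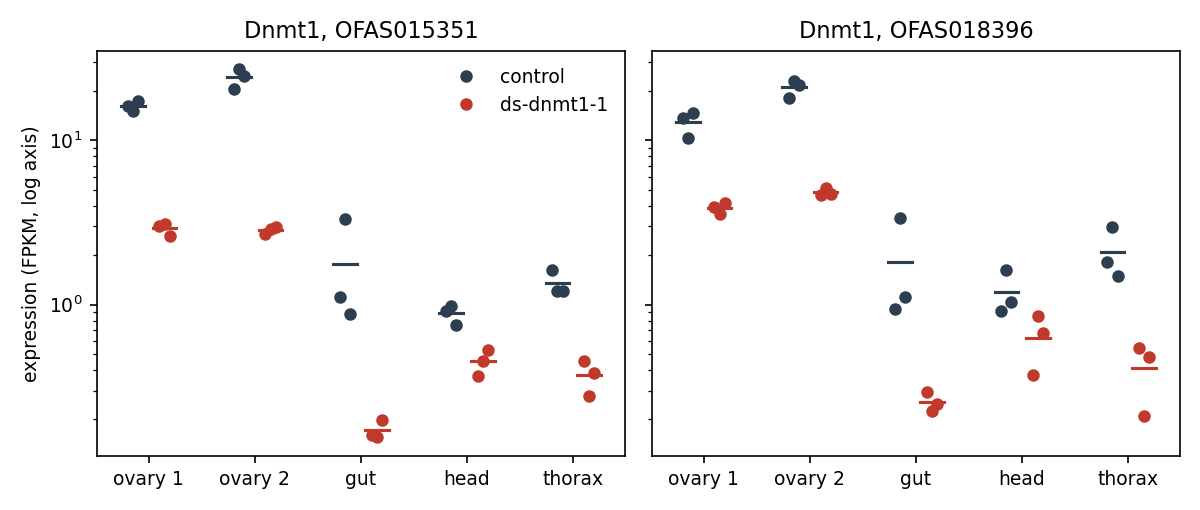
Level of the 2 gene models of *Dnmt1* in FPKM (log axis) in each comparison. Points are libraries, and horizontal lines are the mean of 3 libraries of a group. Every *ds*-*dnmt1*-*1* library of OFAS015351 lies below the controls of its comparison.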

We performed RNA-seq analysis from ovary and other tissues in *ds*-*dnmt1*-*1* and control individuals to better understand the relationship between gene expression and DNA methylation. No relationship between discrete mCG levels and gene expression was observed, and this was consistent in other insects that we investigated (Fig. 3a, Additional file 1: Fig. S6 and Tables S3–S7). Similarly, no correlation between continuous mCG levels and gene expression was observed in *ds*-*dnmt1*-*1* and control individuals (Fig. 3b, Additional file 1: Fig. S6 and Tables S3–S7). Finally, RNAi treatment resulted in no changes to gene expression despite appreciable reductions to genic DNA methylation levels in *O. fasciatus ds*-*dnmt1*-*1* (Fig. 3c).

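Most genes were close to their control level in *ds*-*dnmt1*-*1* ovaries, while a few of the most abundant ovary transcripts were nearly lost in ovary 1. In that set the median absolute log2 fold change over 12949 genes was 0.21, and the median log2 fold change was 0.01. Of these genes, 1064 (8.22%) were at least 2-fold apart, against 3.72% to 4.37% when 1 control library was set against the other 2. Of 135 genes at 1000 FPKM or more in control, 13 passed the limma test as lower and 3 as higher. The 11 genes lower by at least 10-fold took 6.97% of the reads in control and 0.0647% in *ds*-*dnmt1*-*1* (these genes were chosen after their values were seen). They lie on Scaffold1282, Scaffold4041, Scaffold1108 and Scaffold843. Among them, OFAS018365 on Scaffold4041 fell from 16020 ± 2526 FPKM to 46.7 ± 17.2 FPKM. Its neighbour OFAS018363 fell from 23800 ± 13240 FPKM to 227 ± 320 FPKM (adjusted p = 0.0444 from limma), and did not pass in the authors' quasi-likelihood comparison (FDR 0.209). In ovary 2, 11 of these 11 genes were lower in *ds*-*dnmt1*-*1* in mean, of which 0 passed the limma test, 0 passed with voom weights and 8 had an unadjusted p under 0.05. OFAS018365 was at 1521 ± 855 FPKM in *ds*-*dnmt1*-*1* and 15570 ± 3774 FPKM in control there (adjusted p = 0.0943 from limma). Over all genes, 453 (3.53%) were at least 2-fold apart in ovary 2, inside the 3.16% to 5.26% found between its control libraries. In gut, head and thorax, 331, 526 and 446 genes were at least 2-fold apart (2.60%, 4.02% and 3.54%), each share under the range between the control libraries of that tissue. These ranges are no measure of noise alone. A single library against 2 others is noisier than 3 against 3, and control libraries of a tissue differed in content: genes enriched in head over the other tissues took 6.86% of the head reads of control replicate 1 and 42.2% and 59.8% of those of control replicates 2 and 34, and 11.0% of the thorax reads of control replicate 1 and under 0.1% of those of the other 2. Gut control replicate 2 had a higher share of its reads on ovary- and head-enriched genes than the other gut libraries.

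**Figure D2:**
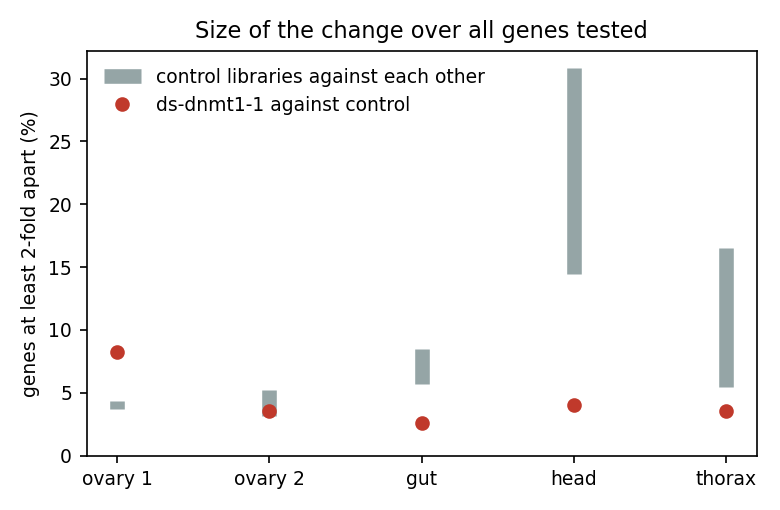
Share of the genes tested that were at least 2-fold apart, in percent, for each comparison. Points set 3 *ds*-*dnmt1*-*1* against 3 control libraries, and bars span the splits of 1 control library against the other 2; only the ovary 1 point lies above its bar.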

**Fig. 3:**
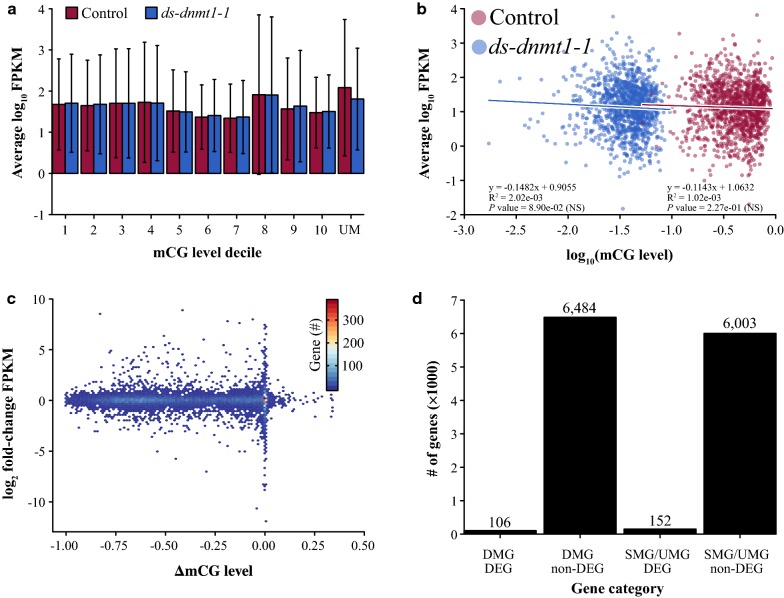
Loss of mCG in *O. fasciatus* ovaries has a limited effect on transcription. **a** Gene expression level for deciles of increasing mCG (1–10) and unmethylated genes (UM). Error bars represent 95% confidence interval of the mean. **b** Regression of gene expression against a continuous measure of mCG with > 0 FPKM for the same set of genes that are CG-methylated in *O. fasciatus* control, but unmethylated in ds-dnmt1-1. Raw *p* values are provided for each regression, and significance or non-significance (NS) is indicated in brackets following Bonferroni correction. **c** The relationship between change in gene expression measured as the log_2_ fold-change of FPKM between *O. fasciatus ds*-*dnmt1*-*1* and control and DNA methylation measured as the difference between *O. fasciatus ds*-*dnmt1*-*1* and control. For gene expression, FPKM values were averaged across libraries. Density of bins corresponds to the number of genes with similar changes to expression and DNA methylation mCG levels. **d** Number of overlapping genes that are differential CG-methylated and expressed, and similarly CG-methylated and expressed between *O. fasciatus ds*-*dnmt1*-*1* and control. Gene groups: differentially methylated gene (DMG), differentially expressed gene (DEG), similarly methylated gene (SMG)/unmethylated genes (UMG), and non-differentially expressed gene (non-DEG)

A maximum of 264 differentially expressed genes (DEG) were observed between *O. fasciatus ds*-*dnmt1*-*1* and control ovaries (Additional file 1: Table S4), whereas no DEGs are observed between *O. fasciatus ds*-*dnmt1*-*1* and control for gut, head, and thorax (Additional file 1: Table S8). 

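A few genes nearly silent in control ovaries rose in both sets of *ds*-*dnmt1*-*1* females. Called genes of ovary 1 often lay near each other on scaffolds, in runs that rose as well as runs that fell. In ovary 1, 800 genes were called, 433 of them higher and 367 lower in *ds*-*dnmt1*-*1* (705 with voom weights, 302 in one fit over all libraries, of which 236 were among the 800, and 247 with the replicate number as a block, of which 224 were). Of the 800, 378 were at least 2-fold and 142 at least 4-fold apart. The genes named are those of largest change with the 3 libraries of each group apart. OFAS017203, on Scaffold2686 from 41293 to 65308, rose from 0.43 ± 0.058 to 59.2 ± 5.73 FPKM, a log2 fold change of 5.99 (standard error 0.13, adjusted p = 6.79e-06 from limma). OFAS018364, on Scaffold4041 from 26152 to 27689, fell from 13470 ± 1379 to 3.34 ± 1.59 FPKM, a log2 fold change of -11.85 (standard error 0.29, adjusted p = 4.37e-05 from limma). OFAS010220, on Scaffold1108, fell from 6370 ± 1827 to 4.15 ± 5.26 FPKM (adjusted p = 0.00650 from limma), with as few as 1 read in a *ds*-*dnmt1*-*1* library, so that its fitted change depends on the pseudocount. OFAS011854, on Scaffold854, had 0.10 ± 0.088 FPKM in control and 36.6 ± 23.6 FPKM in *ds*-*dnmt1*-*1* (adjusted p = 0.00192 from limma, and 0.115 with voom weights), and its fitted change depends on the pseudocount. Of 737 ovary-enriched genes tested, defined from the buffer controls, 23 were higher, 41 were lower and 673 did not pass (40 higher and 54 lower when adjusted over the list alone). The list took 18.4% to 20.9% of the reads in *ds*-*dnmt1*-*1* and 25.3% to 25.9% in control, and 16.8% to 22.6% and 23.9% to 27.3% in ovary 2, whose controls defined the list. Without its 11 genes at 1000 FPKM or more in control that were called lower by at least 10-fold in ovary 1, chosen after their values were seen, these ranges overlapped (18.3% to 20.9% and 16.9% to 20.6% in ovary 1, 16.5% to 20.7% and 19.1% to 20.4% in ovary 2). Leaving out *ds*-*dnmt1*-*1* replicate 13 or 14 or control replicate 5, 8 or 9 gave 381, 504, 303, 292 and 313 called genes. The 2 groups did not overlap for 31.9% of all genes, where chance gives 10%.

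In ovary 2, 29 genes were called higher and 4 lower in *ds*-*dnmt1*-*1* (15 called with voom weights). OFAS005359, on Scaffold336 from 456400 to 463593 and annotated with protein tyrosine kinase activity in Table S12, had 15.6 ± 1.21 FPKM in *ds*-*dnmt1*-*1* and 0.14 ± 0.14 FPKM in control (adjusted p = 0.00293 from limma). In ovary 1 it had 23.4 ± 3.99 and 0.46 ± 0.32 FPKM (adjusted p = 0.000747 from limma), and its fitted changes depend on the pseudocount. OFAS002623, on Scaffold140 from 607286 to 625343, fell from 17.1 ± 5.56 to 2.47 ± 0.33 FPKM in ovary 2, a log2 fold change of -2.52 (standard error 0.26, adjusted p = 0.0229 from limma). It fell from 22.5 ± 2.79 to 2.98 ± 0.20 FPKM in ovary 1 (adjusted p = 0.000358 from limma). Its ovary 2 call was lost with voom weights (adjusted p = 0.0804) and without *ds*-*dnmt1*-*1* replicates 16 (0.124) or 26 (0.0768) or control replicates 1 (0.0797) or 34 (0.15). OFAS011854 had 0.059 ± 0.10 FPKM in control and 26.9 ± 20.2 FPKM in *ds*-*dnmt1*-*1* in ovary 2, a call (adjusted p = 0.0141 from limma) lost with voom weights (0.358), with the authors' p-values (0.0568) and without *ds*-*dnmt1*-*1* replicate 26 (0.05) or control replicates 1 (0.0943), 2 (0.0859) or 34 (0.104). OFAS017203 was at 5.09 ± 5.91 and 0.69 ± 0.18 FPKM and did not pass in ovary 2 (adjusted p = 0.588 from limma), and the difference between its changes in the 2 sets did not pass either (adjusted p = 0.161 from limma). Of 768 genes called in ovary 1 and tested in ovary 2, 609 (79.3%) had the same direction in ovary 2, against 55.2% of genes not called and 50.1% to 58.9% in 100 random lists of like expression (permutation p = 0.0099, the smallest that 100 lists give). The 26 genes called in both sets had the same direction in both, where independent calls would share 2.01 genes. The random lists and this expected count treat genes as independent replicates, which they are not, and hold no spread between females. Leaving out *ds*-*dnmt1*-*1* replicate 16, 24 or 26 or control replicate 1, 2 or 34 gave 14, 60, 14, 11, 12 and 8 called genes in ovary 2.

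**Figure D3:**
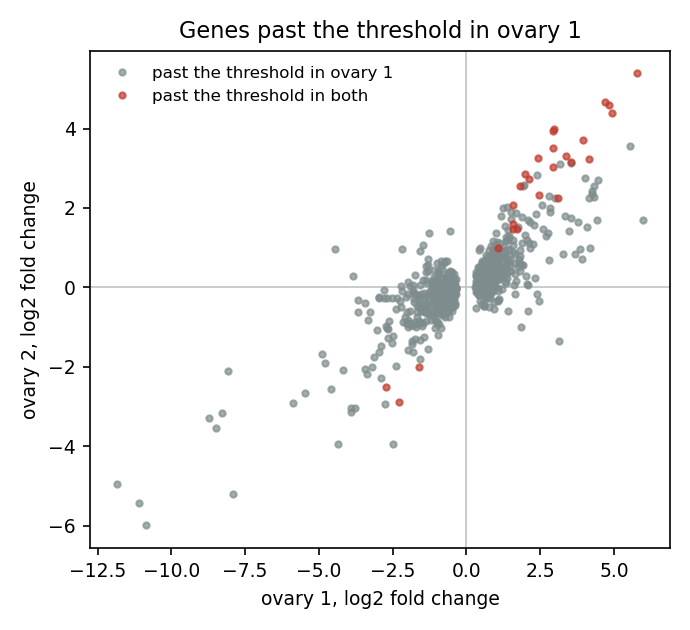
Log2 fold change in ovary 1 (horizontal) and ovary 2 (vertical) of genes called in ovary 1. Each point is a gene, and genes called in both sets are drawn in their own colour; 609 of 768 points lie in the quadrants of equal sign.

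Called genes lay near each other on scaffolds. In ovary 1, 228 of the 800 genes had another gene called in the same direction within 2 gene models, against a mean of 63.5 and a highest count of 110 in 10000 random draws of tested genes (one-sided permutation p = 1e-04, the smallest that the draws give). Only gene models listed in a comparison were counted, so that unlisted models may lie between neighbours. Neighbours can also overlap, as OFAS012848 (107415 to 116584) and OFAS012849 (112884 to 118366) do. The draws treat such models as independent, so that this p may overstate the grouping. Of the 228 genes, 130 were higher and 98 lower, in 59 and 41 runs. In ovary 2 this held for 4 genes, against a mean of 0.17 and a highest count of 5 in the draws (one-sided permutation p = 0.0025). The 4 genes of ovary 2 were higher, and were also called higher in ovary 1: OFAS005359 with OFAS005360, and OFAS009389 with OFAS009390 on Scaffold965 (the latter 3 chosen after their values were seen). Neighbouring calls on the top entries of Table S4 had been seen before this test was set. The 2 longest runs of ovary 1 were lower, and their genes did not pass in ovary 2. On Scaffold1282, OFAS012848, OFAS012849, OFAS012850, OFAS012851 and OFAS012852 were lower in ovary 1, with log2 fold changes of -4.81, -4.89, -8.07, -8.73 and -8.30. OFAS012851 fell from 6126 ± 97.4 to 14.0 ± 1.46 FPKM (standard error 0.087, adjusted p = 1.73e-07 from limma). On Scaffold1108, OFAS010214, OFAS010215, OFAS010217, OFAS010219 and OFAS010220 were lower in ovary 1, with log2 fold changes from -2.16 for OFAS010217 to -11.09 for OFAS010220. The call of OFAS010217 was lost with voom weights (adjusted p = 0.0905) and without *ds*-*dnmt1*-*1* replicates 13, 14 or 17 or control replicates 5 or 8 (adjusted p = 0.092, 0.069, 0.0811, 0.0967 and 0.083). The call of OFAS010219 was lost with the authors' p-values (adjusted p = 0.269) and without *ds*-*dnmt1*-*1* replicates 13 or 14 or control replicates 5, 8 or 9 (adjusted p = 0.0819, 0.0733, 0.123, 0.13 and 0.111). With the replicate numbers as a block, the calls of OFAS010214, OFAS010217 and OFAS010219 were lost (adjusted p = 0.0506, 0.0628 and 0.125). In ovary 2 the 5 genes of Scaffold1282 had log2 fold changes of -1.91, -1.67, -2.11, -3.30 and -3.17, and did not pass the limma test. Without *ds*-*dnmt1*-*1* replicates 13, 14 or 17 or control replicates 5, 8 or 9, 98, 121, 149, 69, 66 and 66 genes had such a neighbour in ovary 1. Without *ds*-*dnmt1*-*1* replicates 16, 24 or 26 or control replicates 2 or 34, the ovary 2 count was 2, 16, 2, 2 and 2.

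**Figure D4:**
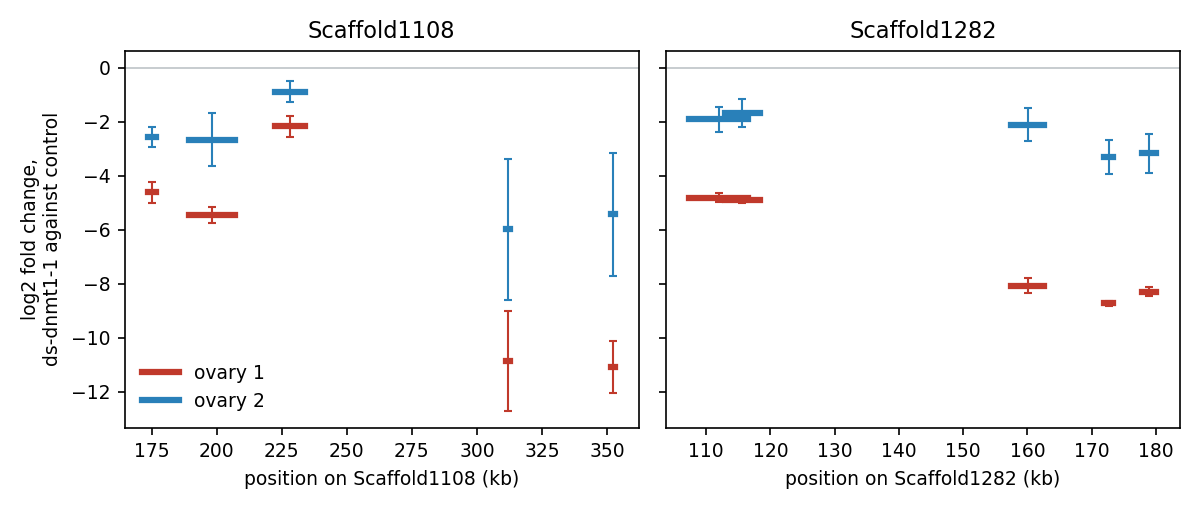
Log2 fold change of *ds*-*dnmt1*-*1* against control for called gene models along Scaffold1108 and Scaffold1282, by position in kb. Horizontal bars span the 5 called gene models of each run, coloured by ovary set, and vertical bars are the standard error of the fold change; the changes of the 5 genes named on Scaffold1282 lie further from 0 in ovary 1 than in ovary 2.

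In gut, OFAS005951, on Scaffold352 from 403277 to 413270 and annotated with cysteine-type peptidase activity in Table S12, was called higher (adjusted p = 0.0101 from limma). Its level was 769 ± 418 FPKM in *ds*-*dnmt1*-*1* and 2.23 ± 0.88 FPKM in control. The call was lost with voom weights (adjusted p = 0.128), with the authors' p-values (adjusted p = 0.0675) and without *ds*-*dnmt1*-*1* replicate 26 (0.156) or control replicates 1 (0.0587), 2 (0.0615) or 34 (0.151), while its log2 fold change was 7.88 to 8.42 in these fits. It was not tested in one fit over all libraries, where 3 other genes were called, each lower. No other gene was called in gut by the fit of gut alone, where 470 genes had an unadjusted p under 0.05 (427 with voom weights, of which 0 passed adjustment). In head 0 of 13088 genes and in thorax 0 of 12605 genes were called by limma, 149 and 602 had an unadjusted p under 0.05, and voom weights called 0 in each (117 and 549 unadjusted). In a simulation 200 genes were changed, some by 2-fold and some by 4-fold. Of the 4-fold changes the fit called 78% in ovary 1, 88% in ovary 2, 73% in gut, 45% in thorax and 3% in head, so that changes of this size in head were hardly detectable. The paper sets the count of differentially expressed genes beside the genes with reduced DNA methylation (Fig. 3d) and states that loss of mCG in *O. fasciatus* ovaries has a limited effect on transcription (Fig. 3).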

Of genes with differences in DNA methylation between *ds*-*dnmt1*-*1* and control ovaries (*N* = 6590), the majority (*N* = 6484; 98.39%) had no changes to gene expression (Fig. 3d, Additional file 1: Tables S3 and S4). Furthermore, mCG was always reduced in *ds*-*dnmt1*-*1* compared to control ovaries in the 6484 gene set. Despite genes being unmethylated (UM) in *ds*-*dnmt1*-*1* ovaries, changes to gene expression occurred in both directions for the 106 differentially DNA methylated and expressed genes (Additional file 1: Fig. S7). Even for genes that by definition are unmethylated (N = 5982) or similarly CG-methylated (*N* = 21) in *ds*-*dnmt1*-*1* and control, a similar proportion (*N* = 6003; 97.53%) was observed to have no difference in gene expression. The lack of an association between DNA methylation and gene expression is further supported when applying more stringent thresholds to the definition of CG-methylated and unmethylated genes (Additional file 1: Fig. S8). Our observations support a trivial role of DNA methylation in gene expression if any at all.

The function of DNA methylation in *O. fasciatus* might lie within genome defense—the transcriptional regulation of repetitive DNA and transposons—as its genome is composed of a non-trivial amount of repetitive DNA and transposons (6.21%) (Additional file 1: Table S9). However, as in genes, reduction of mCG in *ds*-*dnmt1*-*1* compared to control ovaries was found across the bodies of the TEs and was not associated with a genome-wide increase in expression (Fig. 4a–c, Additional file 1: Fig. S9 and Table S10). This further supports a trivial role of DNA methylation in transcriptional regulation of loci.

**Fig. 4:**
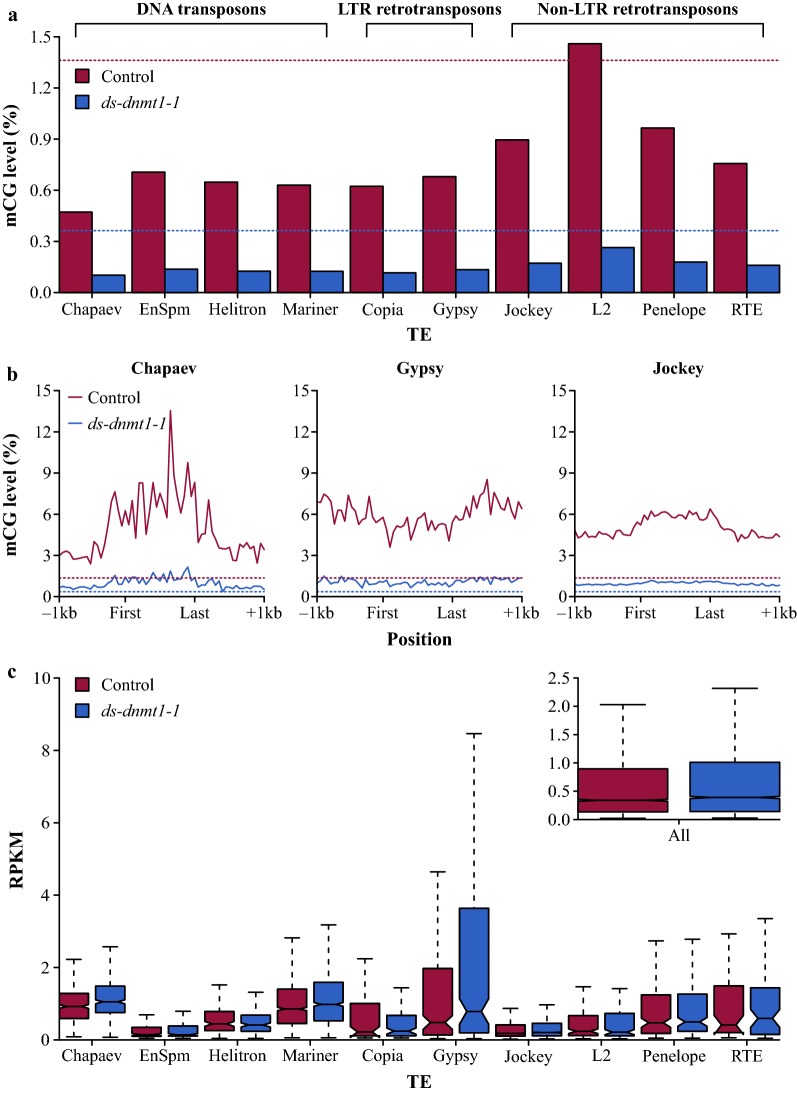
Large-scale reactivation of TEs did not follow severe reductions of mCG in *O. fasciatus* ovaries. **a** CG methylation levels for the top ten most abundant TEs of ≥ 500 bp in the *O. fasciatus* genome. The dashed lines correspond to the intergenic mCG level of *O. fasciatus ds*-*dnmt1*-*1* and control. **b** Levels of mCG across the bodies and 1 kb flanking sequence of TEs for a single representative of DNA transposons (Chapaev), LTR retrotransposons (Gypsy), and non-LTR retrotransposons (Jockey). **c** Expression quantified as RPKM for the top ten most abundant TEs of ≥ 500 bp. The subset presents the RPKM distribution when all TEs are considered within *ds*-*dnmt1*-*1* and control ovaries

### Comparative epigenomic analysis of the *O. fasciatus* methylome with other insects

The *O. fasciatus* methylome revealed much higher levels of mCG throughout the genome, similar to other hemimetabolous insects, when compared to holometabolous insects (Fig. 5a, b). DNA methylation of gene bodies is found in *O. fasciatus* similar to other insects that possess DNA methylation; however, the pattern of mCG within exonic regions of hemi- and holometabolous insects is distinct (Fig. 5b). Higher levels of mCG are toward the 5′ end compared to the 3′ end of coding regions in holometabolous insects. This distribution resembles the most recent common ancestor of all insects (crustaceans) represented by *Daphnia pulex*. Hemimetabolous insects, which include *O. fasciatus*, have a more uniform distribution of mCG across coding regions, and higher levels toward the 3′ end of coding regions. Previous studies have demonstrated that CG-methylated genes are often conserved within insects. We identified 39.31% (*N* = 7561) CG-methylated genes in *O. fasciatus,* and 85.99% of these are CG-methylated in at least one other insect species investigated (Additional file 1: Table S9). Therefore, even though the pattern of DNA methylation within gene bodies of hemimetabolous insects is distinct compared to holometabolous insects, the targeting of specific genes is conserved. Thus, the reductions of mCG across gene bodies in *ds*-*dnmt1*-*1* individuals provide an opportunity to study its potential function.

**Fig. 5:**
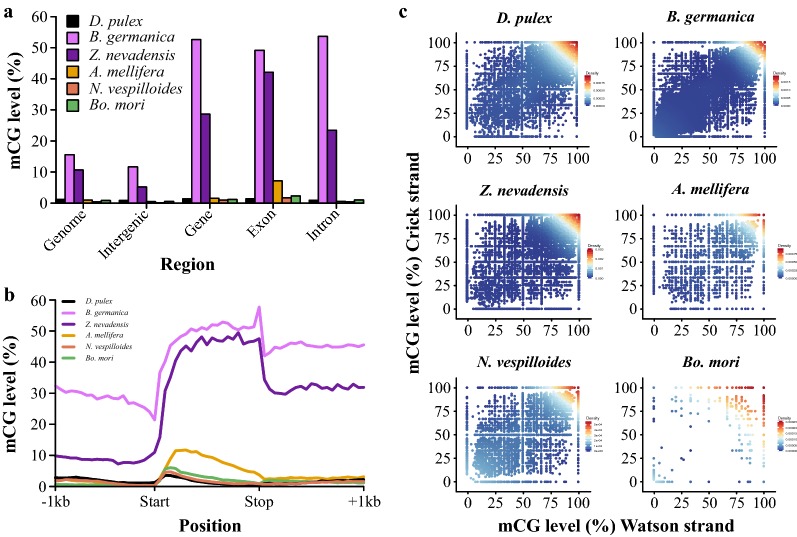
Divergence of DNA methylation patterns in hemimetabolous insects. **a** Level and genomic location of mCG between hemi- and holometabolous insects, and *D. pulex*. **b** Levels of mCG across gene bodies and one kilobase pairs (1 kb) flanking sequence of hemi- and holometabolous insects, and *D. pulex*. **c** Density plot representation of mCG for hemi- and holometabolous insects, and *D. pulex*

## Discussion

DNA methylation has been implicated to play numerous roles in insects [1–21]; however, its exact function remains uncertain. In this study, we observed that posttranscriptional knockdown of *Dnmt1* negatively impacts reproduction through a decrease in egg development and egg production in *O. fasciatus*.

Posttranscriptional knockdown of *Dnmt1* transcripts impacted the maternal somatic gonad and egg maturation. The follicular epithelial cells undergo multiple rounds of mitosis during oogenesis [36]. Oocytes that were in the early stages of maturation would be the most affected, as their follicular epithelium would passively lose DNA methylation with each successive round of mitosis. Loss was not compensated by the de novo DNA methyltransferase *Dnmt3* as expression was low in ovaries. *Dnmt3* expression during development and across tissues has not been as well explored in hemimetabolous insects compared to holometabolous insects [26]. However, limited *Dnmt3* expression in ovaries, which contain developing oocytes and embryos, possibly reflects differences in epigenomic reprogramming and imprinting during oogenesis and early embryo development compared to mammals [37–40]. The loss of function of follicular epithelial cells, which includes production of the chorion and vitelline membrane, could explain the loss of oocyte integrity.

The knockdown of *Dnmt1* transcripts in *O. fasciatus* ovaries subsequently did not lead to a causal link between DNA methylation of genes and their mRNA levels in the cells we examined. No correlation between mCG and gene expression in *O. fasciatus* ovaries and other insects was observed (Fig. 3, Additional file 1: Fig. S6) [6, 13]. Additionally, knockdown of *Dnmt3* in *Apis mellifera*, although resulting in minor reductions to genic DNA methylation, resulted in no global changes to gene expression (Additional file 1: Fig. S6). A similar lack of relationship between loss of genic CG methylation levels and gene expression has been reported in the plants *Arabidopsis thaliana* through *met1*/*dnmt1* mutants and *Eutrema salsugineum* and *Conringia planisiliqua* through natural, independent losses of gene body DNA methylation [41, 42]. Furthermore, in a recent study, maternal transcriptional knockdown of *Dnmt1* in the red flour beetle (*Tribolium castaneum*)—an insect with *Dnmt1*, but without DNA methylation—resulted in developmental arrest in offspring embryos [43]. However, the effect on gene expression following *dnmt1* knockdown in *T. castaneum* is unknown [43]. Hence, the importance of mCG in *O. fasciatus* might lie within the orchestration of genome structure during DNA replication, gametogenesis, or cell types not examined in our study and/or *Dnmt1* has an alternative function unrelated to the maintenance of CG methylation. We contribute to a growing body of evidence for a potentially alternative, non-catalytic function of *Dnmt1* [43, 44].

DNA methylation might be important for the transcriptional regulation of 106 genes that are differentially expressed when their DNA methylation is reduced (Fig. 3). Around 70% of *O. fasciatus* genes have DNA methylation above the non-conversion rate (Table S3) with the corresponding 106 genes representing < 1% of genes with DNA methylation. Thus, it seems unlikely that the function of DNA methylation is to regulate gene expression in *O. fasciatus* and possibly other insects. One of these genes (OFAS014839) has lower levels of DNA methylation and expression in *ds*-*dnmt1*-*1* compared to control and is orthologous to *Drosophila melanogaster secretory 23* (*Sec23*) (NP_730978.1). 

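OFAS014839 was less abundant in *ds*-*dnmt1*-*1* than in control ovaries of ovary 1 and was close to its control level in gut and head. The gene lies on the minus strand of Scaffold1676 from 195583 to 197877 and is a single exon of 2295 bp. In ovary 1 it fell from 419 ± 38.2 to 210 ± 13.2 FPKM, a ratio of 0.5 and a log2 fold change of -0.996 (standard error 0.091, adjusted p = 0.00323 from limma). In ovary 2 it had 240 ± 40.3 FPKM in *ds*-*dnmt1*-*1* and 320.8 ± 61.7 FPKM in control, a difference that did not pass (log2 fold change -0.41, standard error 0.19, adjusted p = 0.618 from limma). The change differed between the ovary sets by 0.59 on the log2 scale (standard error 0.22), which did not pass over all genes (adjusted p = 0.430 from limma). In a fit of both sets together, with the set as a covariate, the log2 fold change was -0.70 (standard error 0.14, adjusted p = 0.0110 from limma). OFAS014839 was at 222 ± 11.3 FPKM in *ds*-*dnmt1*-*1* and 209 ± 11.3 FPKM in control gut (adjusted p = 0.999 from limma). In head it was at 117 ± 26.3 and 114 ± 16.1 FPKM, and in thorax at 139 ± 3.38 and 124 ± 7.93 FPKM (adjusted p = 0.816 from limma in thorax).

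**Figure D5:**
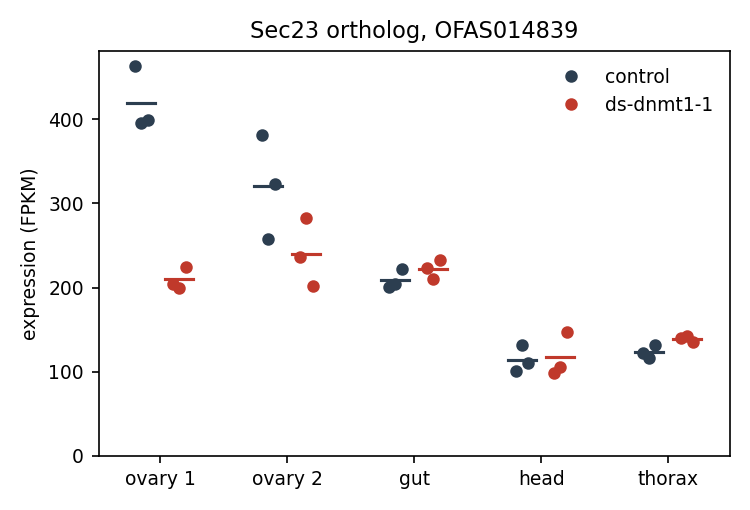
Level of OFAS014839 in FPKM in each comparison. Points are libraries, and horizontal lines are the mean of 3 libraries of a group. The groups are furthest apart in ovary 1.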

In *D. melanogaster*, P-element insertion in the 5′ UTR of *sec23* eliminates or severely attenuates gene function and is lethal [45]. Thus, it is possible that one of these 106 genes is responsible for the phenotype, although no obvious candidates stood out on this list, based on the developmental literature around insect oogenesis and early development. Furthermore, the similar phenotype arising in *T. castaneum* [43], an insect without DNA methylation, suggests that the phenotype is likely not due to the loss of DNA methylation.

DNA methylation might be required for downstream functions such as proper mitosis, and the segregation of sister chromatids into their respective daughter cells, as there does appear to be aberrant nuclei structure in *ds*-*dnmt1*-*1* compared to control ovarian cells (Fig. 1c). This phenotype could be the result of epigenomic defects in scaffold/matrix attachment regions (S/MAR), as some correlate with origins of replication [46]. This phenotype could be exacerbated by multiple mitotic divisions of follicular epithelial cells during oogenesis, and/or the presence of holocentric chromosomes [47]. Future work describing the epigenomic contributions to cellular defects are now possible to study in this newly emerging and tractable model species, *O. fasciatus*.

We suggest that DNA methylation in *O. fasciatus* and likely other insects is more important for genome structure, integrity or other cellular processes than it is for the regulation of somatic gene expression. Although it is possible that DNA methylation is important for expression control in a rare cell type that was not examined in our study, we instead propose that regulation of expression is not likely the primary role in insects. Investigating the importance of DNA methylation prior to the onset of meiosis and throughout embryo development is a fundamental next step. *Oncopeltus fasciatus* represents a fruitful model species for functional studies of DNA methylation, and continuation of studies in this system will unravel the insect epigenome and its functional consequences.

## Materials and methods

### Phylogenetic analysis

A subset of DNA methyltransferase (*Dnmt*) 1, 2, and 3 sequences were obtained from [16] for phylogenetic analysis. The subset included only insect species with available MethylC-seq data, and species representatives from the dipteran suborders Brachycera and Nematocera: *Acyrthosiphon pisum*, *Aedes aegypti*, *Aedes albopictus*, *Anopheles gambiae*, *Apis mellifera*, *Bombyx mori*, *Camponotus floridanus*, *Copidosoma floridanum*, *Culex pipiens quinquefasciatus*, *Drosophila melanogaster*, *Harpegnathos saltator*, *Microplitis demolitor*, *Nasonia vitripennis*, *Nicrophorus vespilloides*, *O. fasciatus*, *Ooceraea* (*Cerapachys*) *biroi*, *Polistes canadensis*, *Polistes dominula*, *Solenopsis invicta*, *Tribolium castaneum*, and *Zootermopsis nevadensis*. DNA methyltransferases were reassessed in *O. fasciatus* by using InterProScan v5.23-62.0 [48] to identify annotated proteins with a C-5 cytosine-specific DNA methylase domain (PF00145). Sequence identifiers are located in Additional file 1: Fig. S1. Full-length protein sequences were aligned using PASTA v1.6.4 [49], and manually trimmed of divergent, non-homologous sequence in Mesquite v3.2 [50]. Full, aligned, and aligned and trimmed sequence alignments, and parenthetical phylogenetic tree are located in Additional file 1: Data S1. Phylogenetic relationship among *Dnmt* sequences was estimated using BEAST v2.3.2 [51] with a Blosum62 + Γ model of amino acid substitution. A Markov chain Monte Carlo (MCMC) was run until stationarity and convergence was reached (10,000,000 iterations), and a burnin of 1,000,000 was used prior to summarizing the posterior distribution of tree topologies. A consensus tree was generated using TreeAnnotator v2.3.2, visualized in FigTree v1.4.2 (http://tree.bio.ed.ac.uk/software/figtree/) and exported for stylization in Affinity Designer v1.5.1 (https://affinity.serif.com/en-us/).

### PCR confirmation for the presence of a single *Dnmt1* ortholog in *O. fasciatus*

To determine whether OFAS015351 and OFAS018396 were two parts of a single *Dnmt1* ortholog, we designed one sense primer at the 3′ end of OFAS015351 (Of_DMNT1-1_3603S; Additional file 1: Table S1) and two antisense primers at the 3′ end of OFAS018396 (Of_DNMT1-2_424A and Of_DNMT1-2_465A) (Additional file 1: Table S1). A fourth sense primer (Of_DNMT1-2_1S) (Additional file 1: Table S1) was designed at the 5′ end of OFAS018396 to confirm the size and sequence of this possibly truncated gene annotation.

Polymerase chain reaction (PCR) with primer combinations Of_DMNT1-1_3603S–Of_DNMT1-2_424A, Of_DMNT1-1_3603S–Of_DNMT1-2_465A, and Of_DNMT1-2_1S–Of_DNMT1-2_424A was performed using Q5 Polymerase (New England BioLabs, Ipswich, MA) per manufactures instructions. Thermacycler conditions were 98 °C for 15 s (s) (denaturing), 60 °C for 30 s (annealing), and 72 °C for 30 s (extension) and repeated for 40 cycles. The PCR products were then purified using QIAquick PCR Purification Kit (Qiagen, Venlo, The Netherlands) and sequenced at the Georgia Genomics and Bioinformatics Core (Athens, GA).

### Animal culture

*Oncopeltus fasciatus* cultures were originally purchased from Carolina Biologicals (Burlington, NC). Mass colonies were maintained in incubators under a 12 h/12 h light/dark cycle at 27 °C. Colonies and individual experimental animals were fed organic raw sunflower seeds and provided with ad libitum deionized water. Late instar nymphs were separated from the mass colonies and housed under the same conditions. Nymph colonies were checked daily for newly emerged adults. Adults were separated by sex and kept with food and water for 7–10 days until females reached sexual maturity.

### Parental RNAi

Template for the in vitro transcription of reactions was prepared from a PCR reaction in which T7 phage promoter sequences were added to the gene-specific *Dnmt1* primers [52]. For our control sequence, we used the red fluorescent protein (*Red*) sequence used in previous parental RNAi experiments in *O. fasciatus* [52] or buffer. Primer sequences can be found in Table S2. Sense and antisense RNA was synthesized in a single reaction using the Ambion MEGAscript kit (ThermoFisher Sci, Waltham, MA). After purification, the double-stranded RNA (dsRNA) concentration was adjusted to 2 μg/μL in injection buffer (5 mM KCl, 0.1 mM NaH_2_PO_4_) [52]. Females were injected with 5 μL of dsRNA between the abdominal sternites using an insulin syringe. Following injection, females were paired with an uninjected male to stimulate oviposition and fertilize eggs. Individual females with their mate were housed in petri dishes with sunflower seeds, water and cotton wool as an oviposition site. The parental RNAi protocol has been reported to result in 100% penetrance by the third clutch of eggs [52], and this was also our experience.

To test for any potential off-target effect of our RNAi, we replicated the experiment using a second *Dnmt1*-specific dsRNA. The original dsRNA was targeted to the cytosine-specific DNA methyltransferase replication foci domain (RFD) of *Dnmt1* (*ds*-*dnmt1*-*1*). We developed a second dsRNA that was homologous to the DNA methylase domain (AdoMet) of *Dnmt1* (*ds*-*dnmt1*-*2*).

### Reproductive phenotype screening and analysis

Eggs were collected between days 4–10 post-injection and assessed for development. *Oncopeltus fasciatus* embryos change from a creamy white color to orange as they develop, which indicates viability. Thus, color change is a useful tool for assessing healthy development. We examined the number of developing eggs at 5 days post-oviposition, at which point viable eggs are clearly distinguishable from inviable eggs, as well as hatching rate of eggs from females injected with double-stranded *Dnmt1* (*ds*-*dnmt1*-*1*) and double-stranded *Red* (*ds*-*red*). The data for the number of eggs laid were normally distributed, so differences among RNAi-treated groups were tested using analysis of variance (ANOVA). The development data, however, were not normally distributed and consisted of binary states (developed and not developed), and so differences among treatment groups were analyzed with a generalized linear model (GLM) using a Poisson distribution.

A second set of *O. fasciatus* females were injected in the same manner as described in “Parental RNAi” to assess posttranscriptional knockdown of *Dnmt1* on ovarian structure. *Oncopeltus fasciatus* females were dissected 10 days after injection. By 10 days post-injection, *O. fasciatus* females are beginning to stop laying recognizable eggs. Ovaries were removed from *O. fasciatus* females and placed in 1 × PBS. Whole ovaries were imaged with a Leica DFC295 stereomicroscope using Leica Application Suite morphometric software (LAS V4.1; Leica, Wetzlar, Germany). Dissected ovaries were fixed within 15 min of dissection in 4% formaldehyde in 1 × PBS for 25 min. Fixed ovaries were stained with Hoechst 33342 (Sigma-Aldrich) at 0.5 µg/ml. The stained ovarioles were imaged using a Zeiss LSM 710 Confocal Microscope (Zeiss) at the University of Georgia Biomedical Microscopy Core.

### Quantitative RT-PCR

To assess the effectiveness of posttranscriptional knockdown of *Dnmt1*, females were dissected 11 days post-injection. Ovaries were removed from each female, flash frozen in liquid nitrogen, and stored at − 80 °C until processing. Total RNA (and DNA) was extracted from a single ovary per female using a Qiagen Allprep DNA/RNA Mini Kit (Qiagen, Venlo, The Netherlands) per manufacturer’s instructions. Complementary DNA (cDNA) was synthesized from 500 ng RNA with qScript cDNA SuperMix (Quanta Biosciences, Gaithersburg, MD).

Expression level of *Dnmt1* was quantified by quantitative real-time PCR (qRT-PCR). Primers were designed for *Dnmt1* using the *O. fasciatus* genome as a Ref. [52]. Actin and GAPDH were used as endogenous reference genes. Primer sequences can be found in Additional file 1: Table S2. We used Roche LightCycler 480 SYBR Green Master Mix with a Roche LightCycler 480 (Roche Applied Science, Indianapolis, IN) for qRT-PCR. All samples were run with 3 technical replicates using 10 μL reactions using the manufacturer’s recommended protocol. Primer efficiency calculations, genomic contamination testing, and endogenous control gene selection were performed as described by [53]. We used the ΔΔCT method [54] to examine differences in expression between control and *ds*-*dnmt1*-*1* injected females.

### Whole-genome bisulfite sequencing (WGBS) and analysis of cytosine (DNA) methylation

MethylC-seq libraries for an *O. fasciatus ds*-*dnmt1*-*1* and control individual were prepared according to the protocol described in [55] using genomic DNA extracted from ovaries (see “Materials and methods” section “Quantitative RT-PCR”). Libraries were single-end 75 bp sequenced on an Illumina NextSeq 500 machine [56, 57]. Unmethylated lambda phage DNA was used to as a control for sodium bisulfite conversion, and an error rate of ~ 0.05% was estimated. *Oncopeltus fasciatus ds*-*dnmt1*-*1* and control were sequenced to a depth of ~ 18 × and ~ 21 × , which corresponded to an actual mapped coverage of ~ 9 × and ~ 11 × , respectively. Additionally, low pass (< 1 ×) WGBS from gut, head, ovary, and thorax was performed for three control and *ds*-*dnmt1*-*1* biological replicates. *Blattella germanica* was additionally sequenced to generate equal numbers of hemi- and holometabolous insects investigated in this study. However, DNA was extracted from whole-body minus gastrointestinal tract. MethylC-seq libraries were prepared and sequenced identically to *O. fasciatus*. An error rate of ~ 0.14% was estimated from unmethylated lambda phage DNA. *Blattella germanica* was sequenced to a depth of ~ 8 × , which corresponded to an actual mapped coverage of ~ 5 × . WGBS data for *O. fasciatus* and *B. germanica* can be found on Gene Expression Omnibus (GEO) under accession GSE109199. Previously published WGBS data for *A. mellifera* [30, 58], *Bo. mori* [17], *Daphnia pulex* [59], *N. vespilloides* [19], and *Z. nevadensis* [15] were downloaded from the Short Read Archive (SRA) using accessions SRR1270128, SRR1270129, SRR445803-4, SRR027157-9, SRR1552830, SRR2017555, and SRR3139749. Thus, DNA methylation was investigated for six insects from six different orders spread evenly across developmental groups, and a crustacean outgroup. Additionally, DNA methylation (and gene expression, see “Materials and methods” section “RNA-seq and differential expression analysis”) changes following posttranscriptional knockdown of *Dnmt3* in *A. mellifera* were investigated [30]. WGBS data were aligned to each species respective genome assembly using the methylpy pipeline [60]. In brief, reads were trimmed of sequencing adapters using Cutadapt v1.9 [61] and then mapped to both a converted forward strand (cytosines to thymines) and converted reverse strand (guanines to adenines) using Bowtie v1.1.1 [62]. Reads that mapped to multiple locations, and clonal reads were removed.

Weighted DNA methylation was calculated for CG sites by dividing the total number of aligned methylated reads by the total number of methylated plus unmethylated reads [63]. For genic metaplots, the gene body (start to stop codon), 1000 base pairs (bp) upstream, and 1000 bp downstream were divided into 20 windows proportional windows based on sequence length (bp). Weighted DNA methylation was calculated for each window and then plotted in R v3.2.4 (https://www.r-project.org/). CG sequence context enrichment for each gene was determined through a binomial test followed by Benjamini–Hochberg false discovery rate [64, 65]. A background mCG level was determined from all coding sequences, which was used as a threshold in determining significance with a false discovery rate (FDR) correction. Genes were classified as CG-methylated if they had reads mapping to at least 20 reads mapping to 20 CG sites and a *q* < 0.05. Using a binomial test can lead to false negatives—highly CG-methylated genes that are classified as unmethylated (UM)—due to a low number of statistically CG-methylated sites (Additional file 1: Table S4). Genes classified as unmethylated, but had a mCG level greater than the lowest CG-methylated gene were dropped from future analyses.

### Putative ortholog identification

Best BLASTp hit (arguments: –max_hsps 1 –max_target_seqs 1 evalue 1e−03) was used to identify orthologs between *O. fasciatus* and other insect species investigated.

### RNA-seq and differential expression analysis

RNA-seq libraries for RNA extracted from ovaries of three biological *O. fasciatus ds*-*dnmt1*-*1* and control replicates at 11 days post-injection were constructed using Illumina TruSeq Stranded RNA LT Kit (Illumina, San Diego, CA) following the manufacturer’s instructions with limited modifications. RNA from ovaries of an additional three biological *O. fasciatus ds*-*dnmt1*-*1* and control replicates, and three biological *O. fasciatus ds*-*dnmt1*-*1* and control replicates from gut, head, and thorax were extracted. The starting quantity of total RNA was adjusted to 1.3 µg, and all volumes were reduced to a third of the described quantity. Libraries were single-end 75 bp sequenced on an Illumina NextSeq 500 machine. RNA-seq data for *O. fasciatus ds*-*dnmt1*-*1* and control can be found on GEO under accession GSE109199. Previously published RNA-seq data for *A. mellifera* [66] and *Z. nevadensis* [15] were downloaded from the SRA using accessions SRR893029, SRR893030, SRR893035, SRR893036, SRR2954345, and SRR3139740.

Raw RNA-seq FASTQ reads were trimmed for adapters and preprocessed to remove low-quality reads using Trimmomatic v0.33 (arguments: LEADING:10 TRAILING:10 MINLEN:30) [67] prior to mapping to the *O. fasciatus* v1.1 reference genome assembly. Reads were mapped using TopHat v2.1.1 [68] supplied with a reference General Features File (GFF) to the *O. fasciatus* v1.1 reference genome assembly [32], and with the following arguments: -I 20000 –library-type fr-firststrand –b2-very-sensitive.

Differentially expressed genes (DEGs) between *ds*-*dnmt1*-*1* and control libraries were determined using edgeR v3.20.1 [69] implemented in R v3.2.4 (https://www.r-project.org/). Genes were retained for DEG analysis if they possessed a counts per million (CPM) ≥ 1 in at least ≥ 2 libraries. Significance was determined using the glmQLFTest function, which uses empirical Bayes quasi-likelihood *F* tests. Parameter settings were determined following best practices for DEG analysis as described by [70]. Gene expression metrics for *A. mellifera*, *Z. nevadensis*, and *O. fasciatus ds*-*dnmt1*-*1* and control are located in Additional file 1: Tables S4–S8, respectively.

### Gene ontology (GO) annotation and enrichment

GO terms were assigned to *O. fasciatus* v1.1 gene set [32] through combining annotations from Blast2Go PRO v4.1.9 [71], InterProScan v5.23-62.0 (arguments: -goterms -iprlookup -appl CDD,Pfam) [48], and through sequence homology to *D. melanogaster* using BLASTp (arguments: -evalue 1.0e−03 -max_target_seqs 1 -max_hsps 1). 11,105/19,615 gene models were associated with at least one GO term, and a total of 8190 distinct GO identifiers were mapped. GO terms are found in Table S12. Enriched GO terms in gene groups were evaluated using topGO v2.30.0 [72] implemented in R v3.2.4 (https://www.r-project.org/), and significance (*p* < 0.05) of terms was assessed using Fisher’s exact test with a weighted algorithm. Gene groups were contrasted to all *O. fasciatus* genes associated with GO terms (Additional file 1: Table S13).

### Transposable element (TE) annotation and expression

TEs were identified using RepeatMasker v4.0.5 (http://www.repeatmasker.org) provided with the invertebrate repeat library from Repbase (http://www.girinst.org/repbase/) (arguments: -lib < Repbase invertebrate library > -no_is -engine wublast -a -inv -x -gff. Following RepeatMasker, neighboring TEs of the same type were collapsed into a single locus within the outputted GFF. The unmodified GFF is located in Additional file 1: Table S10.

To quantify expression from TEs, RNA-seq libraries from *O. fasciatus ds*-*dnmt1*-*1* and control were independently combined and mapped to the *O. fasciatus* v1.1 reference genome assembly [32] using Bowtie2 v2.2.9 [73] with the following arguments: –sensitive. Mapped reads overlapping with the top ten most abundant TEs of ≥ 500 bp in length were identified using the *intersect* command in BEDTools suite v 2.26.0 [74]. TE expression is quantified as reads per kilobase per million mapped reads (RPKM) for each intersected TE type by counting the number reads and dividing by the mapped library read number in millions. Significance in expression of TEs between *ds*-*dnmt1*-*1* and control tissues was assessed using the Mann–Whitney test with the alternative hypothesis set to “greater” in R v3.2.4 (https://www.r-project.org/).

## Additional file

**Additional file 1: Fig. S1.** Identification of *O. fasciatus* DNA methyltransferases. **a** Phylogenetic relationship of DNA methyltransferases identified the *de novo* (*Dnmt3*) and maintenance (*Dnmt1*) DNA methyltransferase in *O. fasciatus*. Node support with ≤ 0.5 posterior probability is indicated—other nodes are ≥ 0.95. Branch lengths are in amino acid substitutions per site. Species names are represented as abbreviations: Acy. pis.: *Acyrthosiphon pisum*, Aed. aeg.: *Aedes aegypti*, Aed. alb.: *Aedes albopictus*, Ano. gam.: *Anopheles gambiae*, Api. mel.: *A. mellifera*, Bom. mor.: *Bo. mori*, Cam. flo.: *Camponotus floridanus*, Cop. flo.: *Copidosoma floridanum*, Cul. qui.: *Culex pipiens quinquefasciatus*, Dro. mel.: *Drosophila melanogaster*, Har. sal.: *Harpegnathos saltator*, Mic. dem.: *Microplitis demolitor*, Nas. vit.: *Nasonia vitripennis*, Nic. ves.: *Nicrophorus vespilloides*, Onc. fas.: *O. fasciatus*, Cer. bir.: *Ooceraea* (*Cerapachys*) *biroi*, Pol. can.: *Polistes canadensis*, Pol. dom.: *Polistes dominula*, Sol. inv.: *Solenopsis invicta*, Tri. cas.: *Tribolium castaneum*, and Zoo. nev.: *Z. nevadensis*. **b** A to scale representation of *Dnmt1* and protein domains identified in *O. fasciatus* and *M. musculus*. **Fig. S2.** Assessment of RNAi treatment targeting S-adenosyl-L-methionine (AdoMet) region (*ds-dnmt1-2*) of *Dnmt1* produces similar results as *ds-dnmt1-1*. **a** Assessment of RNAi treatment targeting *Dnmt1* using qRT-PCR demonstrates successful reduction in transcription in ovaries compared to control. **b** Whole ovaries from *ds-dnmt1-2* females removed 12–14 days post-injection. **c** Control follicular epithelium nuclei. **d** *ds-dnmt1-1* follicular epithelium nuclei. **e** ds-*dnmt1*-2 follicular epithelium nuclei. For **c**–**e** scale bar corresponds to 100 µm. **Fig. S3.** DNA methylation consequences following posttranscriptional knockdown of *Dnmt1* are restricted to ovaries. **a** Assessment of RNAi treatment targeting *Dnmt1* using qRT-PCR demonstrates successful reduction in transcription compared to control across all tissues sampled. Colored dots indicate independent biological replicates. **b** Genome-wide CG methylation level across tissues sampled. Numbers at the top of each bar correspond to a unique individual identifier. **Fig. S4.** Eggs laid in *O. fasciatus ds-dnmt1-1* and control females. Number of eggs laid by *ds-dnmt1-1* and control females 8 days post-injection. Dots indicate mean expression level, and error bars indicate standard error of the mean. **Fig. S5.** Expression of *Dnmt3* is not affected by dsRNA targeting *Dnmt1* (*ds-dnmt1-1*). Dots indicate mean expression level, and error bars indicate standard error of the mean. **Fig. S6.** mCG in *A. mellifera* and *Z. nevadensis* is not associated with transcription. **a** Gene expression level for deciles of increasing mCG (1–10) and unmethylated genes (UM). Error bars represent 95% confidence interval of the mean. **b** Regression of gene expression against a continuous measure of mCG among all genes with > 0 FPKM and weighted mCG. Raw *p* values are provided for each regression, and significance (S) or non-significance (NS) is indicated in brackets following Bonferroni correction. **c**. The relationship between change in gene expression measured as the log_2_ fold-change of FPKM between *A. mellifera dnmt3* knockdown and GFP control, and DNA methylation measured as the difference between *A. mellifera dnmt3* knockdown and GFP control mCG levels. For gene expression, FPKM values were averaged across libraries. Density of bins corresponds to the number of genes with similar changes to expression and DNA methylation. **Fig. S7.** Expression changes of differentially methylated genes. A heatmap showing gene expression changes for genes that are differentially CG-methylated between *O. fasciatus ds-dnmt1-1* and control. Expression was standardized by the highest value per gene per biological replicate to produce a relative fragments per kilobase of transcript per million (RFPKM) value. RFPKM were clustered using a hierarchical clustering method. **Fig. S8.** Loss of mCG in *O. fasciatus* ovaries has a limited effect on transcription. Combinational overlap of genes that are differential CG-methylated and expressed, and similarly CG-methylated and expressed between *O. fasciatus ds-dnmt1-1* and control. Gene groups: differentially methylated gene (DMG), differentially expressed gene (DEG), similarly methylated gene (SMG)/unmethylated genes (UMG), and non-differentially expressed gene (non-DEG). More stringent thresholds were used to group genes as CG-methylated or unmethylated (see “Materials and methods”). **Fig. S9.** DNA methylation of TEs in *O. fasciatus*. 

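Tables S4 and S8 hold the level of each gene in FPKM, one column per library, beside the authors' comparison of *ds*-*dnmt1*-*1* with control. The columns of that comparison are a log fold change, a mean level (logCPM), a quasi-likelihood *F*, a p value and an FDR. The log fold change is on the log2 scale, since it follows the log2 ratio of the mean FPKM of the groups, and the FDR equals the Benjamini-Hochberg adjustment of the p values over the genes listed. Table S4 opens with the ovaries of replicates 13, 14 and 17 against control replicates 5, 8 and 9, and was read only in part (1434 genes). Of the authors' 264 genes at an FDR under 0.05 in ovary 1 (142 higher, 122 lower), 261 were also called with limma. Of their 23 genes in ovary 2 (19 higher, 4 lower), 22 were also called with limma. For gut, head and thorax the lowest FDR of the authors was 0.0675, 1 and 0.437. Their fold changes and those on log2(FPKM + 0.5) had a correlation across genes of 0.922 in ovary 1 and 0.816 in head, where genes are not independent replicates.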

Levels of mCG across the bodies and 1 kb flanking sequence of different annotated TEs in *O. fasciatus*. **Table S1.** PCR primers used to validate the presence of a single *Dnmt1* ortholog in the *O. fasciatus* genome. **Table S2.** Primer sequences for use in producing template DNA for use in the MegaScript transcription kit to generate double-stranded RNAs for injection and for quantitative real-time PCR to assess expression levels of *Dnmt1*. **Table S3.** DNA methylation summary statistics for all species investigated in this study. **Table S4.** Output from edgeR v3.20.1 [69] with gene expression (fragments per kilobase of transcript per million mapped reads [FPKM]) for *O. fasciatus* ovaries *ds-dnmt1-1* and control biological and technical replicates. **Table S5.** Gene expression (FPKM) for *A. mellifera* queen and drone brains. **Table S6.** Gene expression (FPKM) for *A. mellifera dnmt3* knockdown and GFP control. **Table S7.** Gene expression (FPKM) for *Z. nevadensis* female worker at the final instar larva. **Table S8.** Output from edgeR v3.20.1 [69] with gene expression (FPKM) for *O. fasciatus* gut, head, and thorax *ds-dnmt1-1* and control biological replicates. **Table S9.** Overlap between *O. fasciatus* (control) CG-methylated and unmethylated genes in none and ≥ 1 other insect species used in this study. **Table S10.** Output General Features File (GFF) from RepeatMasker v4.0.5 (http://www.repeatmasker.org). **Table S11.** Significance (*p* value) of TE expression between *ds-dnmt1-1* and control tissues. **Table S12.** Gene Ontology (GO) terms for *O. fasciatus* v1.1 reference genome assembly [32] annotated genes. **Table S13.** Significantly enriched GO terms for the intersections between differentially methylated genes (DMG), similarly methylated genes (SMG), differentially expressed genes (DEG), and non-differentially expressed genes (non-DEG). **Data S1.** Unaligned and aligned DNA methyltransferase protein sequences in FASTA format, and a parenthetical phylogenetic tree in nexus format estimated from the aligned DNA methyltransferase protein sequences using BEAST v2.3.2 [51].

# Supplementary material for: Dnmt1 is essential for egg production and embryo viability in the large milkweed bug, Oncopeltus fasciatus
**Source:** Epigenetics Chromatin. 2019 Jan 7;12:6. doi: 10.1186/s13072-018-0246-5
**Supplement:** Supplementary file 1 — Additional file 1: Fig. S1. Identification of O. fasciatus DNA methyltransferases. a Phylogenetic relationship of DNA methyltransferases identified the de novo (Dnmt3) and maintenance (Dnmt1) DNA methyltransferase in O. fasciatus. Node support with ≤ 0.5 posterior probability is indicated—other nodes are ≥ 0.95. Branch lengths are in amino acid substitutions per site. Species names are represented as abbreviations: Acy. pis.: Acyrthosiphon pisum, Aed. aeg.: Aedes aegypti, Aed. alb.: Aedes albopictus, Ano. gam.: Anopheles gambiae, Api. mel.: A. mellifera, Bom. mor.: Bo. mori, Cam. flo.: Camponotus floridanus, Cop. flo.: Copidosoma floridanum, Cul. qui.: Culex pipiens quinquefasciatus, Dro. mel.: Drosophila melanogaster, Har. sal.: Harpegnathos saltator, Mic. dem.: Microplitis demolitor, Nas. vit.: Nasonia vitripennis, Nic. ves.: Nicrophorus vespilloides, Onc. fas.: O. fasciatus, Cer. bir.: Ooceraea (Cerapachys) biroi, Pol. can.: Polistes canadensis, Pol. dom.: Polistes dominula, Sol. inv.: Solenopsis invicta, Tri. cas.: Tribolium castaneum, and Zoo. nev.: Z. nevadensis. b A to scale representation of Dnmt1 and protein domains identified in O. fasciatus and M. musculus. Fig. S2. Assessment of RNAi treatment targeting S-adenosyl-L-methionine (AdoMet) region (ds-dnmt1-2) of Dnmt1 produces similar results as ds-dnmt1-1. a Assessment of RNAi treatment targeting Dnmt1 using qRT-PCR demonstrates successful reduction in transcription in ovaries compared to control. b Whole ovaries from ds-dnmt1-2 females removed 12–14 days post-injection. c Control follicular epithelium nuclei. d ds-dnmt1-1 follicular epithelium nuclei. e ds-dnmt1-2 follicular epithelium nuclei. For c–e scale bar corresponds to 100 µm. Fig. S3. DNA methylation consequences following posttranscriptional knockdown of Dnmt1 are restricted to ovaries. a Assessment of RNAi treatment targeting Dnmt1 using qRT-PCR demonstrates successful reduction in transcription compared to control across all tissues sampled. Col

**a**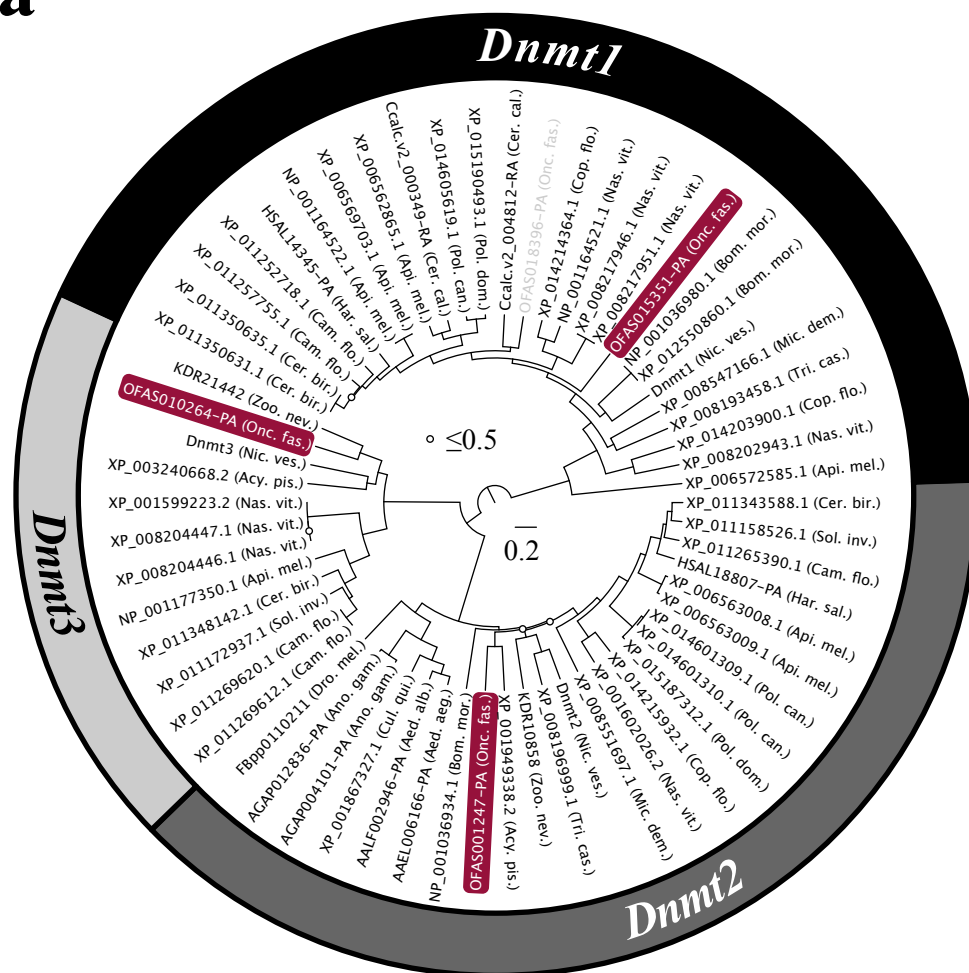**b**

**Dnmt1|OFAS015351|*O. fasciatus***

**Dnmt1|P13864.5|*M. musculus***

- BAH domain
- C-5 cytosine-specific DNA methylase
- Cytosine specific DNA methyltransferase replication foci domain
- DMAP1-binding domain
- CXXC zinc finger domain
- 100 aa

How the deposited data were processed for this re-analysis (not part of the article)

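RNA-seq was measured in ovaries of 3 *ds*-*dnmt1*-*1* and 3 *ds*-*red* control females (ovary 1), and in ovaries, gut, head and thorax of another 3 *ds*-*dnmt1*-*1* and 3 buffer control females (ovary 2, gut, head and thorax), all at day 11 after injection by the sample labels. Bisulfite sequencing and quantitative PCR were not analysed here. The authors prepared stranded libraries, sequenced single-end reads of 75 bp, trimmed them with Trimmomatic v0.33 (LEADING:10, TRAILING:10, MINLEN:30) and aligned them with TopHat v2.1.1 to the *O. fasciatus* v1.1 genome. The paper's text does not name the tool that assigned reads to genes.

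The deposited values per library are FPKM, computed by the authors with edgeR v3.20.1 in R v3.2.4 from library sizes with a scaling factor, in 5 tables scaled separately. The deposited logFC and logCPM are log2 values, although the authors' column description says log10, since they follow the log2 of ratios of mean FPKM and of mean CPM. The deposited F is the score of the authors' glmQLFTest comparison. The deposited P value and FDR are p-values of the authors' comparison, with FDR adjusted over the genes of a table. The deposited gene length in bp is another column used by the authors for FPKM. The authors' comparison was used only as an alternative to the test and for counts marked as the authors'.

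Reads per gene were recovered from FPKM, gene length and the step between values in a library, and 100% of the values lay within 0.01 of a whole number. Recovered reads ranged in ovary 1 from 12667256 to 15661680 (median 15518117) in *ds*-*dnmt1*-*1* and from 13470620 to 14901663 (14121674) in control, and in ovary 2 from 11643046 to 12908625 (11861552) and from 11694953 to 13360590 (12611389). They ranged in gut from 10057289 to 10283495 (10267837) and from 9234904 to 9617764 (9294283), in head from 9127042 to 10403347 (9374972) and from 6832716 to 9221595 (8718733), and in thorax from 8875728 to 11826877 (9420683) and from 6769010 to 9560737 (6956527). The median over all 30 libraries was 10275666.

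All tests were run in R v4.3.3 with limma v3.58.1. In each table, genes with at least 1 CPM in at least 2 libraries were kept, log2(FPKM + 0.5) was fitted by treatment, and moderated statistics (trend, robust) were adjusted by Benjamini-Hochberg. A gene was called at an adjusted p under 0.05. Both ovary sets together were fitted with the set as a covariate, which also holds the kind of control and any batch. The difference of the effect between ovary sets was tested as an interaction. The difference between ovary 2, gut, head and thorax of the same 6 animals was tested with the animal as a random block. The size of the change was the median absolute log2 fold change and the share of genes at least 2-fold apart. The repeat of ovary 1 in ovary 2 was the share of equal direction, beside 100 random lists from 20 bins of expression, and a Spearman correlation across genes. Neighbouring calls were counted within 2 gene models, among models listed in any comparison, against 10000 random draws that treat models as independent. Lists enriched in ovary, gut, head and thorax hold genes with a median of at least 5 FPKM in that tissue of the buffer controls and at least 10 times the median in each other tissue, and were tested with camera at a preset correlation of 0.01. Levels are compared across tables as deposited. Permutation tests of levels were exact and two-sided. These tests, thresholds and alternatives were fixed before the data were examined, unless stated.

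The genes named are those the paper names, the 2 higher and 2 lower called genes of largest fold change per comparison whose 3 libraries of a group all lie on one side of the other group, and the genes of the runs with the most neighbouring calls. Values of the top entries of Table S4 had been seen when this rule was set. Other genes are said to be chosen after their values were seen. The gene of *Dnmt3* that the paper names was not analysed here. The files do not pair identifiers with gene names, so that planned gene lists by name were not run.

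Alternatives were pseudocounts of 0.1 and 1, no filter and a mean of at least 1 FPKM, median-of-ratios scaling, quantile normalization, voom weights on recovered reads, no trend and no robust estimation, one fit over all libraries, the authors' p-values over the genes kept, the replicate number as a block in ovary 1, adjusted p under 0.01 and under 0.1, and leaving out each library in turn. For lists they were 5-fold and 20-fold definitions, an estimated correlation and fry. Fits with the share of reads on the head-enriched or ovary-enriched list as a covariate, and pseudocounts of 0.1 and 1 for the difference between tissues, were added after seeing the data. The fits were tested on simulated data with 200 changed genes per comparison. Of 2-fold changes they called 43% in ovary 1, 47% in ovary 2, 22% in gut, and 0% in head and in thorax. Unchanged genes called numbered 10 in ovary 1, 9 in ovary 2, 4 in gut, 1 in head and 4 in thorax. They numbered 10 for the difference between ovary sets and 22 for the difference between tissues.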

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

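The comparison of the *Dnmt1* knockdown between the ovary sets, all tests of genes under 1 FPKM in control ovaries, the fit with a list share as a covariate, the leave-one-out fits of the 2 interactions, and the pseudocounts for the difference between tissues were chosen only after the results were seen. In 13 of 10832 genes the response to *ds*-*dnmt1*-*1* differed between ovary 2, gut, head and thorax of the same animals by a test of the difference itself (limma with the animal as a block, 354 genes at an unadjusted p under 0.05). *Dnmt1* (OFAS015351) is among them (adjusted p = 0.0171), but not with a pseudocount of 0.1 (adjusted p = 0.219), which put its log2 fold change in gut at -2.558 and in ovary 2 at -3.035. With a pseudocount of 1 the adjusted p was 0.00107. In gut, where the gene had 7 or 8 reads in a *ds*-*dnmt1*-*1* library, the pseudocount shrinks its change, and the ratio of control to *ds*-*dnmt1*-*1* means was 10.3 in gut and 8.497 in ovary 2, so that neither the order of the tissues nor the difference between them is settled for this gene. In the other 12 the fitted change in ovary 2 was above 0. OFAS018334, chosen after its values were seen, was higher in mean in *ds*-*dnmt1*-*1* in ovary 2 (30.0 ± 1.41 against 15.5 ± 6.87 FPKM, SD, n = 3) and lower in gut (4.28 ± 1.27 against 9.17 ± 2.27 FPKM), head (7.93 ± 0.50 against 26.0 ± 5.32 FPKM) and thorax (4.10 ± 0.21 against 13.8 ± 2.1 FPKM; adjusted p = 0.00307 for the difference between tissues, 0.00268 to 0.00318 with pseudocounts of 1 and 0.1). Tested by itself, it did not pass in gut (adjusted p = 0.999), head (adjusted p = 0.9997), thorax (adjusted p = 0.803) or ovary 2 (adjusted p = 0.463) or in both ovary sets together (adjusted p = 0.203), and in ovary 1 it was at 34.9 ± 4.44 against 32.3 ± 3.31 FPKM (adjusted p = 0.648). In one fit over all libraries, which takes the libraries of an animal as independent, it passed as lower in head (adjusted p = 0.0144) and thorax (adjusted p = 0.0132). The count was 14 with a pseudocount of 0.1 and 11 with 1, of which 12 and 11 were among the 13. Without *ds*-*dnmt1*-*1* replicate 16 or 26 it was 7, and without control replicate 34 it was 6. In simulated data with 161 changed genes, the test called 69.4% of the 4-fold and 21.1% of the 2-fold changes. It also called 22 unchanged genes there, so that some of the 13 may be false calls. The 10 splits of the 6 animals are too few for a share under 0.05, with 2 splits at 13 or more genes and 78 genes in the highest other split, which points to a structure of the samples besides treatment.

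In 6 of 12591 genes the response differed between ovary 1 and ovary 2 (limma, 1301 genes at an unadjusted p under 0.05). In simulated data with 193 changed genes, the test called 69.1% of the 4-fold and 31.3% of the 2-fold changes. It also called 10 unchanged genes there, so that some of the 6 may be false calls. OFAS009520, annotated with phospholipase A2 activity in Table S12 and chosen after its values were seen, fell from 153 ± 4.52 to 21.6 ± 2.48 FPKM in ovary 1 and was at 193 ± 53.1 in control and 160 ± 31.8 FPKM in *ds*-*dnmt1*-*1* in ovary 2. Its log2 fold change was higher by 2.54 in ovary 2 (standard error 0.27, adjusted p = 0.0199 from limma). OFAS012850, OFAS012851 and OFAS018365 were lower in both sets and closer to control in ovary 2 (adjusted p = 0.0478 each). OFAS004159 and OFAS006220, also chosen after their values were seen, were above control in ovary 1 (log2 fold change 0.70 and 2.07) and below it in ovary 2 (-0.27 and -0.58), where neither passed (adjusted p = 0.538 and 0.602). No gene was left without *ds*-*dnmt1*-*1* replicate 13 or control replicates 5, 8, 9, 2 or 34 (0 in each), 2 were left without *ds*-*dnmt1*-*1* replicate 17, and 1 with a pseudocount of 0.1 or quantile normalization. Of 100 splits of the libraries, the real one included, 4 gave 6 genes or more, and the highest other split gave 64. The splits shuffle the treatment within each set, and some keep the real groups in 1 of the sets while they shuffle the other. They either break the treatment effect along with any difference between the sets, or carry the effect of that set into the difference. They thus cannot decide whether the sets differ in response by chance. Because treatment itself can enter a split in this way, the split with 64 genes is no evidence of another structure of the samples.

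Fewer genes were called in ovary 2 (33) than in ovary 1 (800). A weaker knockdown in ovary 2 is argued against by OFAS015351, with a log2 fold change of -2.88 in ovary 2 and -2.29 in ovary 1, and a lower depth by the ovary 1 reads thinned to 85.8%, the mean depth of ovary 2, which gave 797 calls (median of 5 draws from 754 to 809). The ovary 1 fold changes with the ovary 2 standard errors gave 180 calls. More than 5 times the ovary 2 count had been set before this test as the bound against a larger spread, which 180 passes, but the bound was set aside after the value was seen because the ovary 2 count itself ran from 8 (without control replicate 34) to 60 (without *ds*-*dnmt1*-*1* replicate 24). A larger spread between libraries of ovary 2 (median residual SD 0.226, against 0.182) may thus account for part of the difference, and the sets also differ in the kind of control (*ds*-*red* or buffer), in any batch and in the animals, which cannot be told apart and were not tested.

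OFAS005951 was higher in *ds*-*dnmt1*-*1* gut, a tissue for which the paper reports no differentially expressed gene, with a log2 fold change of 8.04 and 3 of 3 *ds*-*dnmt1*-*1* libraries above the controls. Of its alternatives, voom weights and the authors' p-values put the adjusted p at 0.128 and 0.0675, and leaving out *ds*-*dnmt1*-*1* replicate 26 or control replicate 1, 2 or 34 put it at 0.156, 0.0587, 0.0615 and 0.151, with log2 fold changes from 7.88 to 8.42. With the share of reads on the ovary-enriched list as a covariate, 0 genes were called in gut. No explanation of this gene was tested.

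Of 321 genes under 1 FPKM in the control ovaries of both sets, which the paper does not discuss as a group, 63 were called higher in a fit of both sets together, while 21 of 290 genes under 1 FPKM in *ds*-*dnmt1*-*1* were called lower. Their median log2 fold change was 2.03, and the 3 *ds*-*dnmt1*-*1* libraries lay above the 3 controls for 63 of them in ovary 1 and 48 in ovary 2, counts that the choice of called genes favours. Whole gut, head or thorax carried with the *ds*-*dnmt1*-*1* ovaries would raise most genes abundant there. Among the 321 genes, the 20 most abundant in each tissue held 5 calls for gut, 8 for head and 7 for thorax. These counts argue against whole tissue, but each share lies above that of 63 in 321. For 28 of the 63 genes the level in both sets of *ds*-*dnmt1*-*1* ovaries was above that in the 3 tissues. This also argues against whole tissue for those 28, although the bound of 20 genes for that count was set after it was seen. A contribution to the other 35 stays open. Neither count can exclude a part of a tissue, which need not raise all these genes and can exceed the level of the whole. The most abundant of the 321 genes in gut, OFAS014865 (1902 FPKM in control gut), was at 0.17 FPKM in *ds*-*dnmt1*-*1* and 0.66 FPKM in control ovaries of ovary 1, while the most abundant in head, OFAS011854 (4075 FPKM in control head and 411 FPKM in control thorax), was called, with 36.6 against 0.10 FPKM in ovary 1 and 26.9 against 0.059 FPKM in ovary 2 (the first chosen after its values were seen). The head-enriched list took 0.0616% to 0.0673% of the reads of *ds*-*dnmt1*-*1* and 0.0428% to 0.0472% of those of control ovaries in ovary 1, and 0.0443% to 0.0482% and 0.0346% to 0.0447% in ovary 2, whose controls helped to define the list. A lower share of the main cell types of the ovary would raise the genes alike, and the middle 50% of their log2 fold changes span 1.96, but under 1 FPKM an equal fold gives unequal fitted changes with the pseudocount, so that the span decides nothing. A response to the treatment in ovary cells, a lower share of the main cell types, a cell type that became more frequent and a tissue that was not sequenced stay open. So does a part of gut, head or thorax carried with the ovaries.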

How the results depend on the processing

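The leave-one-out fits of interactions, neighbouring calls and lists, the fits with a list share as a covariate, and the pseudocounts for the difference between tissues, were chosen only after the data were seen. Over 76 results and 1001 values under alternatives, 0 were labelled reversed. Counts, sizes, correlations across genes and neighbouring calls could not get this label, and lists only where the main and the alternative fit passed. Without 1 library, 332 values kept their side of the threshold or moved within a set range, 25 lost the threshold and 57 moved. Under the other alternatives, 523 did so, 33 lost the threshold, 3 gained it and 28 moved. Medians of lists that did not pass could change sign. In ovary 1 the thorax-enriched list went from -0.205 to 0.323 without control replicate 9. The gut-enriched list went from 0.01 to -0.101 without *ds*-*dnmt1*-*1* replicate 14. Gene lists by name were not run. The cause of the changes was not tested, except that fewer libraries and stricter or looser thresholds change counts by construction.

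In one fit over all libraries, 302 genes were called in ovary 1, 3 in gut, 1 in head, 5 in thorax and 395 in both ovary sets, and OFAS015351 passed in gut (log2 fold change -1.605). That fit takes the libraries of an animal as independent and shares a single variance per gene over the tissues. The 3 in gut were lower (OFAS015351, and OFAS002154 and OFAS002155, chosen after their values were seen), and OFAS005951, called in gut alone, was not tested in that fit, which takes genes kept in all 5 comparisons. The 1 in head was OFAS018334, lower, and the 5 in thorax were OFAS018334, OFAS018396, OFAS013375 and OFAS016091, lower, and OFAS011610, higher (those other than OFAS018396 chosen after their values were seen). The authors' p-values gave 264 in ovary 1 and 0 in gut, and voom weights gave 15 in ovary 2 and 0 in gut. The ovary 1 labels number the replicates 1 to 3 in both groups; with that number as a replicate block 247 genes were called, although libraries of equal number did not resemble each other (correlations from -0.052 to -0.009), so that the unpaired fit is reported. At an adjusted p under 0.01, 185 genes were called in ovary 1, 10 in ovary 2, 0 in gut and 264 in both sets, and neighbouring calls were 47, 2 and 65 in ovary 1, ovary 2 and both sets. At an adjusted p under 0.1, 1622, 54 and 1124 genes were called in ovary 1, ovary 2 and both sets. The ovary-enriched list as a covariate gave 0 in gut. Pseudocounts of 0.1 and 1 moved the median absolute log2 fold change of ovary 1 to 0.22 and 0.194 and its share at least 2-fold apart to 10.16% and 6.904%. The response differed between ovary sets for 1 gene with a pseudocount of 0.1 and for 1 with quantile normalization. The head-enriched list in ovary 1 (median 0.433) no longer passed with an estimated correlation (adjusted p = 0.629).

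Without 1 library, called genes ranged from 292 to 568 in ovary 1, 8 to 60 in ovary 2, 0 to 1 in gut (without control replicate 1 the gene was OFAS019264, lower, chosen after its values were seen), 0 to 0 in head and thorax, and 474 to 813 in both sets. The median absolute log2 fold change of ovary 1 ranged from 0.204 to 0.225 and its share at least 2-fold apart from 7.531% to 9.162%. Genes that differed between ovary sets ranged from 0 to 7 and between tissues from 6 to 13. The median of the head-enriched list in ovary 1 ranged from 0.15 to 0.482, and was lost without *ds*-*dnmt1*-*1* replicate 17 (adjusted p = 0.0842) or 14 (0.122). Neighbouring calls ranged from 66 to 149 in ovary 1, 2 to 16 in ovary 2 and 117 to 246 in both sets. Depth limits genes with few reads, whose fitted change depends on the pseudocount, and the spread between head libraries limits head, where 3% of simulated 4-fold changes were called.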

Differences from the paper's values

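The paper gives 264 as the maximum count of differentially expressed genes in ovaries, and 800 genes were called in ovary 1 with limma at an adjusted p under 0.05. The paper's text does not state the threshold of its count, which is the number of genes at an FDR under 0.05 in the authors' comparison of ovary 1. Their comparison of ovary 2 gave 23. Of the alternatives fixed before the data were examined, the value fell within 1.5 times the paper's with one fit over all libraries (302), the replicate number as a block (247), an adjusted p under 0.01 (185), and without *ds*-*dnmt1*-*1* replicate 13 (381) or control replicates 5 (303), 8 (292) or 9 (313). It did not with pseudocounts of 0.1 (758) and 1 (826), no filter (802), a stricter filter (776), median-of-ratios scaling (785), quantile normalization (831), voom weights (705), no trend and no robust estimation (656), an adjusted p under 0.1 (1622), or without *ds*-*dnmt1*-*1* replicates 14 (504) or 17 (568). The authors' p-values over the genes kept gave 264, which is no separate comparison, since they are the authors' own.

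The paper's log2 fold change of OFAS015351 in ovaries (Table S4) is -2.474, and the value in ovary 1 was -2.292 (standard error 0.124). Among the alternatives fixed before the data were examined, the difference was within the error with a pseudocount of 0.1 (-2.437) and voom weights (-2.467). The authors' comparison (-2.474) is the source of the paper's value and no separate comparison. The difference was not within the error with a pseudocount of 1 (-2.137), median-of-ratios scaling (-2.303), quantile normalization (-2.234), no filter, a stricter filter, no trend and no robust estimation, one fit over all libraries or the replicate number as a block (-2.292 in each), or without any 1 library (from -2.339 to -2.23). For OFAS018396 and OFAS014839 the values lay within the error of the paper's.

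The paper states that gut, head and thorax had no differentially expressed genes. In head and thorax 0 genes were called with limma and 0 with voom weights (149 and 602 at an unadjusted p under 0.05). In gut 1 gene, OFAS005951, was called with limma, and 0 with voom weights or with the authors' p-values over the genes kept (470 at an unadjusted p under 0.05 with limma).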

Other observations

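The splits of the libraries within a single comparison, and the tests of head and thorax other than the first test of exchanged libraries, were chosen only after the results were seen. In both ovary sets together, with the set as a covariate, 465 genes were called higher and 249 lower in *ds*-*dnmt1*-*1* (714 of 12591 genes), which the paper does not report. The count was 699 with voom weights, 395 in one fit over all libraries and 474 to 813 without 1 library. Of the genes of largest change, OFAS008804 had 16.8 FPKM in *ds*-*dnmt1*-*1* and 0.036 FPKM in control in ovary 1 and 13.9 and 0.020 FPKM in ovary 2 (adjusted p = 1.82e-05 from limma; its fitted change depends on the pseudocount). OFAS018364 had a log2 fold change of -8.39 (standard error 1.33, adjusted p = 0.00552 from limma). Neighbouring calls in the same direction numbered 220 of 714 (146 higher and 74 lower), and 117 to 246 without 1 library. Random draws gave at most 89 in 10000 (one-sided permutation p = 1e-04, the smallest that the draws give), but treat gene models as independent, although neighbours can overlap. Of 100 splits of the libraries within sets, 1, the real one, gave as many calls (714, highest other 263). A share of 1 in 100 argues against chance but does not exclude it. The other splits can keep the real groups in 1 of the sets, so that their counts need not be chance alone. The Spearman correlation across genes between the fold changes of the 2 sets was 0.245 over all genes and 0.755 over genes called in ovary 1, and genes are not independent replicates. For the value over all genes 11 of 100 splits were as large (highest other 0.332), so that chance cannot be excluded, and it was 0.13 without control replicate 1, 0.179 without *ds*-*dnmt1*-*1* replicate 16 and 0.361 without control replicate 2. In ovary 1, ovary 2 and gut 1 of 10 splits gave as many calls as the real one (800, 33 and 1, highest other 1, 1 and 0), in head and thorax 10 of 10 did (0 and 0, highest other 249 and 141), and 2 of 10 did for the median of the ovary-enriched list in ovary 1 (0.096, highest other 0.14). These 10 splits are too few for a share under 0.05.

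The lists of tissue-enriched genes were defined from the buffer controls, which ovary 1 does not share. Ovary 2, gut, head and thorax do share them. The choice of genes there favours a lower side of a list in its own tissue and a higher side in the others. Directions in these comparisons are therefore no separate evidence of a change. The 20 tests with camera were adjusted together. Of these, 9 passed at the preset correlation, and each was lost with an estimated correlation, which tests on the few residual degrees of freedom (adjusted p from 0.629 to 0.963 over the 20 tests). Among the 9, the estimated correlation ran from 0.01 (head-enriched list, ovary 1) to 0.793 (ovary-enriched list, gut), and was 0.489 for the head-enriched list in thorax. Where it lay far above the preset of 0.01, the preset p-values of camera given below are too small. With fry the head-enriched list of ovary 1 passed (adjusted p = 0.033) and the other 8 of the 9 did not (adjusted p from 0.337 to 0.828). In ovary 1 the head-enriched list lay on the higher side (346 genes, of which 68 were tested, median log2 fold change 0.43; adjusted p = 0.0139), but 53 of the 68 did not pass, 10 were higher and 5 lower (17 and 8 when adjusted over the list alone), and the call was lost without *ds*-*dnmt1*-*1* replicate 14 (median 0.332, adjusted p = 0.122) or 17 (median 0.15, adjusted p = 0.0842). The ovary-enriched (741 genes, adjusted p = 0.604, with a median above 0 and a mean of -0.11), gut-enriched (379 genes, 113 tested, median 0.01, 8 higher and 6 lower, and 11 and 7 when adjusted over the list alone; adjusted p = 0.901) and thorax-enriched lists (32 genes, 9 tested, median -0.20 and mean 0.40, 1 higher and 0 lower, and 2 and 2 when adjusted over the list alone; adjusted p = 0.775) did not pass in ovary 1. In ovary 2 the ovary-enriched list lay on the lower side (median -0.13, adjusted p = 6.76e-07, with 2 of 741 genes called lower, and 2 when adjusted over the list alone). The gut-enriched list (median 0.15, adjusted p = 0.0139, with 0 of 105 genes called by limma, and 1 higher when adjusted over the list alone) and the head-enriched list (median 0.04, adjusted p = 0.0178, with 3 of 59 genes called higher and 1 lower, and 7 and 2 when adjusted over the list alone) lay on the higher side in ovary 2, and the thorax-enriched list did not pass (adjusted p = 0.926). In gut the ovary-enriched (median -0.56, adjusted p = 1.38e-12), gut-enriched (median -0.12, adjusted p = 0.0479) and head-enriched lists (median -0.30, adjusted p = 0.00480) lay on the lower side and the thorax-enriched did not pass (adjusted p = 0.749). The head-enriched list lay on the lower side in head (median -0.60, adjusted p = 1.07e-06) and on the higher side in thorax (median 1.32, adjusted p = 0.00323), and the other 3 lists did not pass there (adjusted p from 0.224 to 0.908). In gut, head and thorax 0 genes of any list were called by limma, over all genes or when adjusted over the list alone. Among gut libraries, control replicate 2 had 1.98% of its reads on the ovary-enriched and 1.70% on the head-enriched list, against 0.174% to 0.219% and 0.027% to 0.048% in the other 5 libraries.

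In head and thorax, 94 of 12387 genes were abundant in the head or in the thorax of an animal, but not in both, in 6 of 6 animals. They took 45.2%, 39.6% and 55.4% of the head reads of *ds*-*dnmt1*-*1* replicate 26 and control replicates 2 and 34, at most 0.074% of the other 3 head libraries, and 21.8%, 13.6% and 10.8% of the thorax reads of those other 3 animals (*ds*-*dnmt1*-*1* replicates 16 and 24 and control replicate 1). The 94 genes were at least 100-fold apart among the libraries of head and among those of thorax. Of 142 genes at least 100-fold apart among head libraries, with no such condition on thorax, 110 (77.5%) were on the high side in the head or in the thorax of an animal, but not in both, in 6 of 6 animals, and a candidate explanation is a tissue taken with the head in some animals and with the thorax in the others. Exchanged head and thorax libraries are argued against by 55 genes at least 10-fold apart between head and thorax in 1 direction in 6 of 6 animals, with a bound of 20 set after the first test had been seen; in that first test 89.5% of 124 other genes had 1 sign in 6 of 6 animals, under the 90% set before it. An effect of the treatment is argued against, since for 0% of the 94 genes the 3 *ds*-*dnmt1*-*1* head libraries lay on one side of the controls. A difference between the animals themselves was not tested and stays open. Of the 94 genes, 83 belong to the head-enriched list, and the split of the animals along this pattern gave the 249 calls in head and the 141 in thorax named above, a structure of the samples besides treatment.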
